# Dietary intervention improves health metrics and life expectancy of the genetically obese Titan mouse

**DOI:** 10.1038/s42003-022-03339-3

**Published:** 2022-05-03

**Authors:** Annika Müller-Eigner, Adrián Sanz-Moreno, Irene de-Diego, Anuroop Venkateswaran Venkatasubramani, Martina Langhammer, Raffaele Gerlini, Birgit Rathkolb, Antonio Aguilar-Pimentel, Tanja Klein-Rodewald, Julia Calzada-Wack, Lore Becker, Sergio Palma-Vera, Benedikt Gille, Ignasi Forne, Axel Imhof, Chen Meng, Christina Ludwig, Franziska Koch, John T. Heiker, Angela Kuhla, Vanessa Caton, Julia Brenmoehl, Henry Reyer, Jennifer Schoen, Helmut Fuchs, Valerie Gailus-Durner, Andreas Hoeflich, Martin Hrabe de Angelis, Shahaf Peleg

**Keywords:** Molecular biology, Biochemistry, Physiology

## Abstract

Suitable animal models are essential for translational research, especially in the case of complex, multifactorial conditions, such as obesity. The non-inbred mouse (*Mus musculus*) line Titan, also known as DU6, is one of the world’s longest selection experiments for high body mass and was previously described as a model for metabolic healthy (benign) obesity. The present study further characterizes the geno- and phenotypes of this non-inbred mouse line and tests its suitability as an interventional obesity model. In contrast to previous findings, our data suggest that Titan mice are metabolically unhealthy obese and short-lived. Line-specific patterns of genetic invariability are in accordance with observed phenotypic traits. Titan mice also show modifications in the liver transcriptome, proteome, and epigenome linked to metabolic (dys)regulations. Importantly, dietary intervention partially reversed the metabolic phenotype in Titan mice and significantly extended their life expectancy. Therefore, the Titan mouse line is a valuable resource for translational and interventional obesity research.

## Abstract (web summary)

This study further characterizes the non-inbred Titan (also known as DU6) mouse line, which could be a useful model for obesity research.

## Introduction

The identification of suitable animal models is critical for the successful translatability of preclinical data^1–3^. Each animal model presents limitations and the use of complementing models might highlight particular aspects of a disease. This is critical to model complex, multifactorial diseases, such as metabolic disorders and obesity. The genetic homogeneity of inbred lines, for instance, represents both a strength and a limitation for animal models. While they are useful experimentally by limiting the inter-animal variability, inbred lines might not reflect the genetic heterogeneity characterizing some human diseases^1–3^. A model based on the selection of phenotypic traits (e.g., obesity) may provide novel insight into complex disorders^1,4^.

An example of such a selection line is the Dummerstorf “Titan” mouse. Titan is a unique mouse model resulting from an ongoing long-term breeding scheme (currently over 180 generations) that selected mice based on high body mass at six weeks of age^5^. The initial mouse population was created in 1969/1970 by crossing four outbred and four inbred populations^6,7^, resulting in an outbred mouse line (FZTDU) with a polygenetic background. Based on this polygenetic mouse line, the selection for high body mass started in 1975 with every generation consisting of 60–80 mating pairs^8,9^ (see Methods). Importantly, an unselected population was maintained as a control group throughout the selection process^9^.

Several phenotypic and molecular analyses of the Titan mice were conducted at different time points during the ongoing selection experiment^5,10–13^. It was previously reported that 6-week-old Titan mice from earlier selected generations displayed high body mass, as well as elevated levels of fat, insulin, leptin, and growth hormone^5,10,13^. In addition, an epididymal fat gene expression study identified 77 differentially expressed genes (between Titan and control mice) involved in regulatory and metabolic pathways^11^. A more recent study showed that Titan mice (generation 146) displayed impaired glucose tolerance at 6 weeks of age following a high-fat diet, while surprisingly, glucose tolerance progressively improved with age compared to unselected control mice^5^. Within the scope of this observation, the Titan mice have been proposed as a mouse model to specifically study benign obesity^5^. The hallmark of metabolically healthy obesity (MHO) is characterized by preserved insulin sensitivity but further characteristics are important to distinguish between MHO to metabolically unhealthy obesity (MUO)^14^. These include, but are not limited to, lipid profile, liver function, cardiovascular disease, physical activity, and healthy lifespan^14^. Importantly, various obesity-associated comorbidities develop over time and become more prevalent in the later stages of life. Currently, comprehensive analyses of Titan mice throughout their life are lacking^15^.

In this work, we investigate if the obese Titan mice develop typical hallmarks of pathological detrimental obesity (MUO)^14^. To address this hypothesis, we conducted a deep phenotypic characterization of the Titan mice and investigated factors involved in detrimental obesity in humans or other model species such as plasma levels of cholesterol and triglycerides^16^, leptin^16–18^, fibroblast growth factor 21 (FGF21)^19,20^, heart morphology^21^, and alterations of the adipose tissue^22^. Since within a species, body mass and lifespan are two traits known to be inversely correlated to each other^23^, we also assessed whether the lifespan of Titan mice was shortened compared to control mice. In addition, we used recently published genomic sequence data to link several phenotypic features of the mouse line to the specific genetic differentiation caused by the selection procedure^9^.

Since the liver is central to lipid and carbohydrate metabolism, we evaluated possible molecular alterations in this organ. Specifically, we examined transcriptomic^24^, epigenetic and proteomic alterations that might be associated with obesity and diet. Importantly, dietary intervention is a well-studied and robust intervention known to promote a healthy lifespan^25–27^ and improve obesity phenotypes^4,28^ in various animal models. Since not all mouse strains are responsive to caloric restriction^29,30^, we also tested whether the Titan mice might be amenable to therapeutic intervention, using a late and moderate diet intervention as a proof of principle.

Our data support the notion that Titan mice exhibit detrimental obesity (MUO), rather than benign obesity (MHO). Titan mice display genetic variability in regions containing genes associated with several regulatory pathways, notably metabolic. Titan mice exhibit a shorter lifespan, along with molecular changes in the liver. Importantly, dietary intervention in Titan mice partly reversed obesity, transcriptomic, phenotype, and lifespan supporting the idea that Titan mice might be suitable as a translational and interventional model of obesity.

## Results

### Weight development, gross morphology, and abdominal fat distribution

We first conducted a thorough characterization of the phenotype in order to support or refute the notion that the obesity in Titan mice is benign (MHO vs. MUO)^5^. We started by revisiting the phenotypic characterization of the male Titan mice, now at generation 180 of the breeding scheme, compared to unselected controls (Fig. 1a). Titan male mice had an average weight of 90 g at the time of selection (6 weeks of age) vs. 35 g for unselected control mice (Fig. 1b). Adult mice further grew to an average of over 110 g (Fig. 1b) and their body and skeleton were substantially larger than those of controls (Fig. 1c). At 10–11 weeks of age, Titan mice reached 14.75 cm in body length (Fig. 1d). Notably, Titan mice exhibited an increase in both total fat and lean mass (Fig. 1e), as well as in fat percentage (Fig. 1f). Fat distribution was also altered, with Titan mice accumulating as much as 4% intra-abdominal fat of total body weight compared to 1% in control mice (Fig. 1g). Overall, our data support the size and obesity phenotypes of Titan mice and also demonstrate an increase in fat mass compared to the previous data^5,10^.

**Fig. 1:**
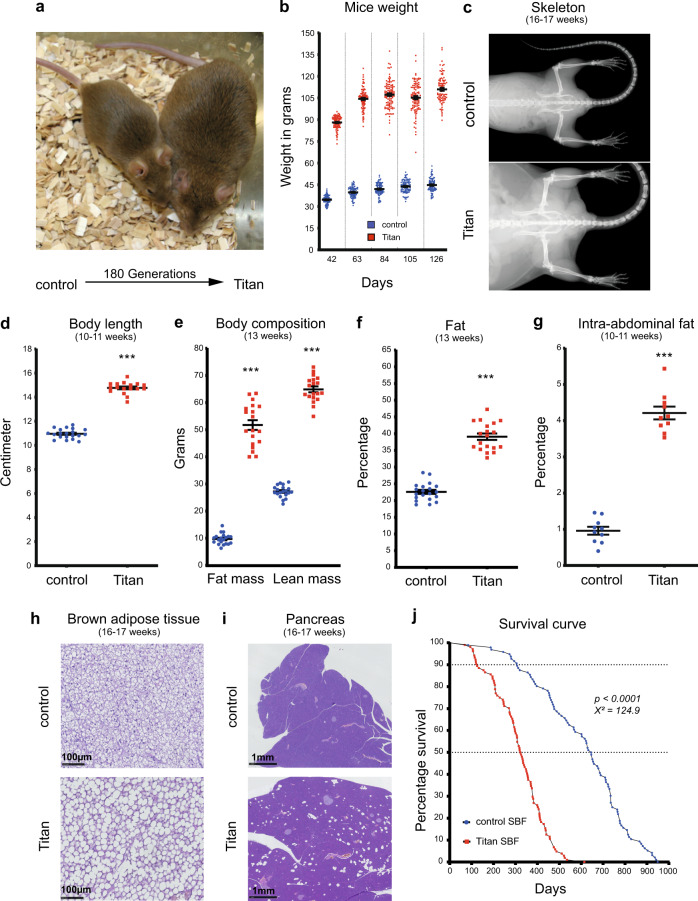
Titan mice, a product of 180 generations of selection, is a severely obese, giant, and short-lived mouse strain. **a** Representative images of unselected control mice (left) and 180th generation-selected Titan mice (right) at 6 weeks of age, the time of the selection. **b** After the first 16–19 weeks of life, Titan mice reached over 110 g on average, whereas average control animals weighed 45 g. **c** Representative X-ray images of control and Titan mice at 16–17 weeks of age. Control (*n* = 38) and Titan (*n* = 31) mice. **d** Body length (cm) of 10–11-week-old Titan mice compared to age-matched control mice. Control (*n* = 20) and Titan (*n* = 17) mice. **e** Minispec data showing total fat and lean mass of control (*n* = 20) and Titan (*n* = 17) mice at the age of 10–11-weeks**. f** Total percentage of fat in control (*n* = 20) and Titan (*n* = 17) mice. **g** Percentage of intra-abdominal fat (*n* = 10 per group) at the age of 10–11-weeks. **h** Representative images of hematoxylin and eosin (H&E)-stained brown adipose tissue from control (*n* = 6) and Titan (*n* = 5) mice (20x magnification) at 16–17 weeks of age. **i** Representative images of H&E-stained pancreas from control and Titan (*n* = 6) mice (2.5x magnification) at 16–17 weeks of age. **j** Comparison of lifespans and mortality rates of Titan and control male mice showing significantly reduced lifespan of Titan mice (log-rank test; *p* < 0.0001, *χ*^2^ = 124.9). ***p < 0.001. Error bars indicate SEM (standard error of the mean). Unpaired two‐tailed *t‐*tests with Welch’s correction were used to calculate *p* values.

### Hallmarks of detrimental obesity

Since obesity is often linked with hyperlipidemia^16^, we measured the cholesterol and triglyceride plasma levels in Titan and control mice. We detected higher fasting plasma levels of triglycerides, high-density lipoprotein (HDL) and non-HDL cholesterol in Titan compared to control mice at 18–20 weeks of age (Supplementary Fig. 1a–c). Consistent with the notion that hyperlipidemia usually occurs in the presence of insulin resistance, insulin levels were more than 3-fold higher in ad libitum fed 16–17-week-old Titan mice (Supplementary Fig. 1d). Ten-to eleven-week-old Titan mice also show impaired glucose tolerance compared to control mice (Supplementary Fig. 1e). Interestingly, this difference vanished as the mice reached 19–20 weeks of age (Supplementary Fig. 1e).

We also measured leptin levels, a hormone secreted by adipocytes and known to modulate feed intake and fat storage^16–18^. Leptin levels were higher (more than fivefold) in 16–17-week-old Titan than in control mice (Supplementary Fig. 1f). Finally, we found that the plasma concentration of FGF21, a factor associated with metabolic syndrome (MetS) in humans^19,20^, was elevated in the serum (Supplementary Fig. 1g).

As MUO is linked with heart disease, we also assessed histological alterations in the heart of the Titan mice^14,21^. Using Sirius Red staining, we detected fibrotic tissue in the hearts of three out of six 16–17-week-old and five out of six 24–26-week-old Titan mice (Supplementary Fig. 2). Furthermore, whitening of brown adipose tissue (BAT) has been associated with obesity and obesity-related diseases^22^. Indeed, at 16–17 weeks of age, Titan mice showed a substantial whitening with increased lipid droplet sizes in BAT, not observed in control animals (Fig. 1h). Moreover, the perigonadal white adipose tissue (WAT) adipocytes in 16–17-week-old Titan mice were clearly hypertrophic when compared to age-matched controls (Supplementary Fig. 3), in line with the increased size of Titan animals. Despite this, no clear pathological changes were observed in control and Titan WAT. Titan mice also showed multifocal fatty cells in the pancreas, termed pancreatic lipomatosis or steatosis, without atrophic or inflammatory changes of the adjacent parenchyma, a phenotype not present in control animals (Fig. 1i).

Previous work suggested that obesity can cause alterations in the brain^31,32^. Indeed, hematoxylin and eosin (H&E)-stained sections of the brains of all five 16–17-week-old Titan mice analyzed showed morphological changes in the hippocampal dentate gyrus (Supplementary Fig. 4). This phenotype was not observed in any of the six age-matched control animals studied.

Notably, the lifespan of male Titan mice was dramatically shorter than that of control mice (Fig. 1j). Under standard breeding feed (SBF), Titan mice reached 10 and 50% mortality at 125 and 325 days, respectively. Their average and maximal lifespans were 317.5 and 614 days. In comparison, control mice showed double mean lifespan, reaching 10 and 50% death at 307 and 645 days, respectively. The shortened lifespan of Titan mice combined with obese metrics suggests that the Titan mice suffer from MUO rather than exhibiting MHO.

### Association between phenotypic features of Titan mice and regions of distinct genetic differentiation

Based on the phenotypic analysis, we hypothesized that several genetic alterations in Titan mice would translate to the observed phenotypes (metabolic regulation, weight, and size). We first assessed the genetic differentiation associated with the Titan mouse compared to the unselected FZTDU control line and all the other Dummerstorf long-term selected mouse lines^9^. For this, we used the whole genome sequencing data recently generated from the ‘Dummerstorf mouse lines’^ 9^. One of these Dummerstorf mouse lines is the DU6P line, which originated from the same original mouse colony as the Titan mice and was selected for high protein mass at 6 weeks of life, resulting in a giant but lean phenotype^13^. We first described regions of distinct genetic differentiation (RDD) unique to Titan mice and identified 84 genes (Supplementary Data 1). Since both Titan and DU6P are giant mice (see ref. ^9^), an overlap of RDD was expected between both lines. A second analysis excluding the DU6P mice was conducted and identified 173 protein-coding genes (335 including non-coding genes) in RDD unique to Titan mice (Supplementary Data 2). Gene Ontology (GO) enrichment analysis (Biological Process) of these Titan-specific RDD genes revealed an association with several biological processes, including metabolic regulation (*Kat2a*, *Sfrp5*, *Agpat4*, and *Hcrt*), growth factor signaling (*Stat3*, *Stat5a*, *Stat5b,* and *Igf2r*), skin differentiation and immune regulation (Table 1).

**Table 1:** Gene ontology (GO) term analysis of Titan-specific RDD (regions of distinct genetic differentiation) genes shows enrichment of altered genes in different biological processes connected to growth and metabolic regulation.

GO ID	Term name	Enrichment ratio	FDR	NCBI gene ID	Gene symbol
GO:0031424	Keratinization	21.7	0.020	20754; 20762; 20763; 20765; 20766	Sprr2h; Sprr2i; Sprr2k; Sprr1b; Sprr3
GO:0044262	Cellular carbohydrate metabolic process	5.3	0.050	11677; 12015; 14042; 14534; 15531; 20848; 50798; 50873; 58246; 66646	Rpe; Gne; Slc35b4; Akr1b3; Kat2a; Stat3; Ext1; Prkn; Ndst1; Bad
GO:0060343	Trabecula formation	22.5	0.050	14225; 15214; 21687; 170826	Fkbp1a; Tek; Hey2; Ppargc1b
GO:0060416	Response to growth hormone	21.7	0.050	20848; 20850; 20851; 227231	Cps1; Stat5b; Stat5a; Stat3
GO:0009913	Epidermal cell differentiation	6.1	0.065	15214; 20754; 20762; 20763; 20765; 20766; 22283; 67694	Ush2a; Sprr2h; Sprr2i; Sprr2k; Sprr1b; Sprr3; Ift74; Hey2
GO:0010918	Positive regulation of mitochondrial membrane potential	35.1	0.068	12015; 50873; 269523	Vcp; Prkn; Bad
GO:0072044	Collecting duct development	35.1	0.068	11677; 71228; 240025	Akr1b3; Dlg5; Dact2
GO:0060396	Growth hormone receptor signaling pathway	32.6	0.074	20848; 20850; 20851	Stat5b; Stat5a; Stat3
GO:0060347	Heart trabecula formation	30.4	0.074	14225; 15214; 21687	Fkbp1a; Tek; Hey2
GO:0045579	Positive regulation of B cell differentiation	30.4	0.074	12015; 20850; 20851	Stat5b; Stat5a; Bad
GO:0046629	Gamma-delta T cell activation	28.5	0.075	20850; 20851; 270152	Jaml; Stat5b; Stat5a
GO:0071378	Cellular response to growth hormone stimulus	28.5	0.075	20848; 20850; 20851	Stat5b; Stat5a; Stat3
GO:0050891	Multicellular organismal water homeostasis	14.5	0.075	11677; 20276; 22393; 229574	Flg2; Wfs1; Akr1b3; Scnn1a
GO:0035966	Response to topologically incorrect protein	7.4	0.075	22393; 50873; 56323; 69310; 69601; 269523	Dab2ip; Dnajb5; Vcp; Wfs1; Pacrg; Prkn
GO:0072528	Pyrimidine-containing compound biosynthetic process	14.1	0.075	29807; 68262; 69692; 227231	Cps1; Tpk1; Hddc2; Agpat4
GO:0030216	Keratinocyte differentiation	7	0.086	20754; 20762; 20763; 20765; 20766; 67694	Sprr2h; Sprr2i; Sprr2k; Sprr1b; Sprr3; Ift74
GO:0030104	Water homeostasis	13.2	0.086	11677; 20276; 22393; 229574	Flg2; Wfs1; Akr1b3; Scnn1a
GO:0045838	Positive regulation of membrane potential	24	0.086	12015; 50873; 269523	Vcp; Prkn; Bad
GO:0030856	Regulation of epithelial cell differentiation	6.7	0.093	12015; 15214; 20850; 20851; 21937; 74123	Tnfrsf1a; Hey2; Stat5b; Stat5a; Foxp4; Bad
GO:0061383	Trabecula morphogenesis	12.4	0.094	14225; 15214; 21687; 170826	Fkbp1a; Tek; Hey2; Ppargc1b
GO:0043588	Skin development	4.7	0.095	20754; 20762; 20763; 20765; 20766; 67694; 229574; 240025	Sprr2h; Sprr2i; Sprr2k; Sprr1b; Sprr3; Flg2; Ift74; Dact2

*p* value adjustment with Benjamin–Hochberg procedure for false discovery rate (FDR).

Next, we sought to further explore potential links between genotype and phenotype. Skin thickness has been shown to correlate with body mass index (BMI) positively^33^. As expected, Titan mice displayed a thicker dermis of the skin compared to the control group (Supplementary Fig. 5a). We also found that the inflammatory cytokines interleukin 6 (IL-6) and tumor necrosis factor-alpha (TNFα) were significantly increased in the plasma of Titan mice compared to unselected controls (Supplementary Fig. 5b, c). As a further indication of inflammation, histological analysis of the thymus revealed the presence of nodular thymic medullary hyperplasia in Titan mice (Supplementary Fig. 5d). Immunohistochemistry of these medullar nodes revealed that they were composed mainly of B cells (Supplementary Fig. 5d). Thus, our data support a link between Titan-specific RDD such as metabolic regulation, growth, skin differentiation, and immune regulatory genes with Titan-specific phenotypes of obesity, size, thicker dermis, and increased hallmarks of inflammation.

### Altered histone 4 acetylation levels in male Titan mice

Genetics and epigenetics functions are intimately linked, and their alterations are associated with disease^34^. We identified *Kat2a* (*Gcn5*) as one of the genes associated with specific genetic differentiation in Titan mice (Fig. 2a and Supplementary Data 1; Allele frequency = 0.97). *Kat2a* encodes a histone acetyltransferase, which has also been implicated in metabolic and energy regulation^35^, thus raising the possibility that histone acetylation might be altered in Titan mice. To address this suggestion, we compared histone 4 acetylation levels of 10-week-old and 19–20-week-old Titan vs. control mice by mass spectrometry^36,37^. For this analysis, we focused on the liver, of central importance for fat and carbohydrate metabolism, and KAT2A regulates metabolic activity in this organ^38^.

**Fig. 2:**
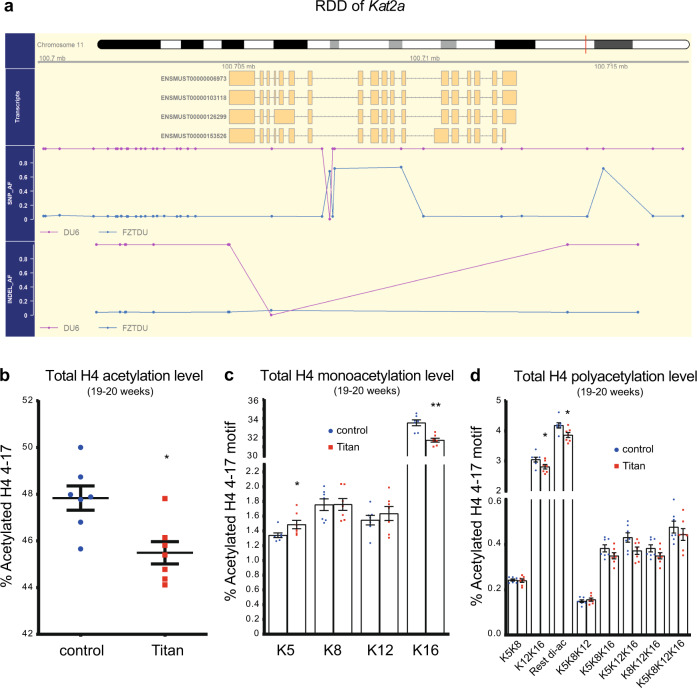
Histone 4 acetylation levels are altered in Titan compared with unselected control mice. **a** Scheme of the regions of distinct genetic differentiation (RDD) of the *Kat2a* gene in Titan and control mice. **b** Total levels of histone 4 (H4) 4–17 levels via mass spectrometry (*p* = 0.0111, MWU-test) (*n* = 7 per group). **c** Quantification of monoacetylation of histone 4 4–17. *p* values, Mann–Whitney *U* (MWU)-test (H4K5K8) = 0.0175, (H4K8) = 0.901, (H4K12) = 0.455, (H4K16) = 0.0023 (*n* = 7 per group). **d** Quantification of polyacetylation of histone 4 4–17. *p* values, MWU-test (H4K5K8) = 1, (H4K12K16) = 0.0379, (H4-rest di-ac) = 0.0379, (H4K5K8K12) = 0.62, (H4K5K8K16) = 0.208, (H4K5K12K16) = 0.053, (H4K8K12K16) = 0.208, (H4 tetra-ac) = 0.62 (*n* = 7 per group). *p < 0.05, **p < 0.01. Error bars indicate SEM.

At 19–20 weeks of age, we observed significantly lower levels of histone 4 acetylation in Titan vs. control mice (Fig. 2b). Highly abundant histone 4 acetylation motifs in mammals such as H4K16 and H4K12K16^37^, as well as poly-acetylated motifs were significantly reduced in Titan vs. control mice (Fig. 2c, d). By contrast, the H4K5 acetylation motif, which was shown to be moderately regulated at least in part by KAT2A^36^, was significantly higher in Titan mice compared to control mice (Fig. 2c). Of note, comparable results were obtained in younger Titan mice (10 weeks of age, see deposited data sets). Taken together, Titan mice display considerable alterations in various histone acetylation motifs compared to the unselected mouse line which might manifest in altered transcriptomes^39^.

### Male hybrids of Titan and control mice show intermediate phenotypes

We next assessed the potential contribution of Titan mice's maternal impact and phenotypic features. In order to address this, we generated hybrids by crossing Titan and unselected control mice (mother control/Titan x father Titan/control, respectively). Male F1 hybrids of 10–11 weeks of age showed similar weight and fat percentage independently of the genotype of the mother (Fig. 3a).

**Fig. 3:**
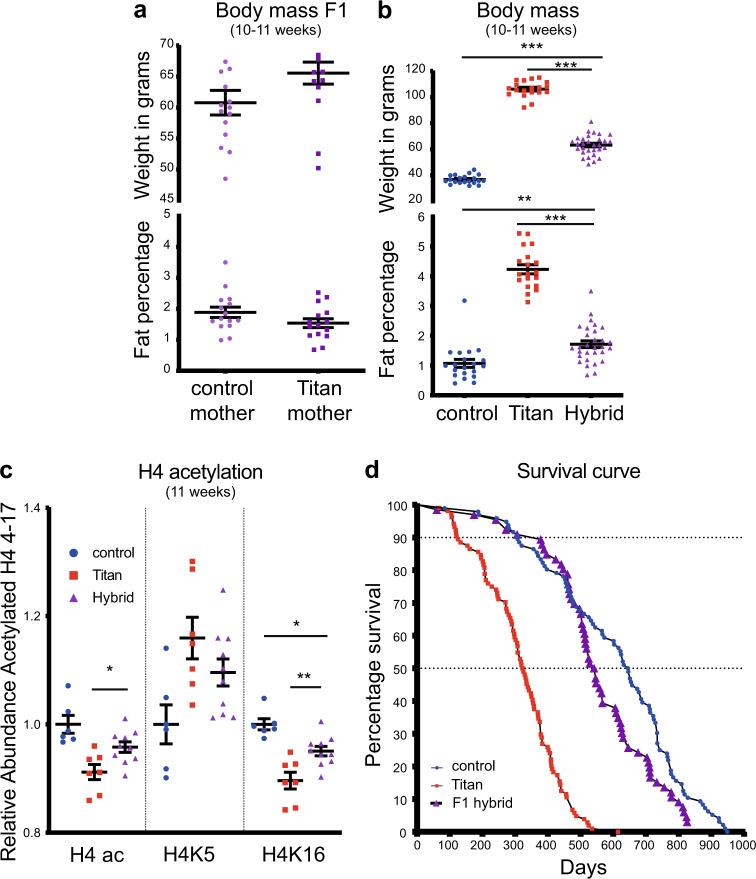
Hybrid offspring of control and Titan mice display intermediate obesity and lifespan. **a** Body weight and visceral fat percentage in F1 hybrids (offspring of mother control/Titan x father Titan/control, respectively; *n* = 15 each), Mann–Whitney *U* (MWU)-test was used to calculate *p* value. **b** Body weight and visceral fat percentage in control (*n* = 20), Titan (*n* = 19), and hybrid (*n* = 30). One-way ANOVA followed by Tukey test *p* value: control vs. hybrid (weight) <0.0001, (%visceral fat) = 0.0021 and Titan vs. hybrid (weight) <0.0001 (%visceral fat) <0.0001. **c** Quantification of total histone 4 (H4) 4–17 acetylation, H4K5ac and H4K16ac in control (*n* = 6), Titan (*n* = 7), and hybrid (*n* = 10) mice. One-way ANOVA followed by Tukey test *p* value: control vs. hybrid (H4ac) = 0.0765 (H4K5) = 0.116, (H4K16) = 0.0184 and Titan vs. hybrid (H4ac) = 0.0383, (H4K5) = 0.330, (H4K16) = 0.0065. **d** Comparison of lifespans and mortality rates of Titan and control male mice to hybrid (*n* = 66). *p < 0.05, **p < 0.01. ***p < 0.001. Error bars indicate SEM.

Notably, the combined population of male F1 hybrids showed intermediate body weight and fat percentage compared to control and Titan mice at the same age (Fig. 3b). Similarly, the hybrid mice showed intermediate histone 4 acetylation levels in the liver, including at H4K5 and H4K16 (Fig. 3c). Furthermore, the lifespan of hybrid mice, although improved compared to Titan mice, was reduced compared to that of control mice (Hybrid vs. Titan log-rank test; *p* < 0.0001, *χ*^2^ = 93.2 Control vs. hybrid, log-rank test; *p* = 0.0552, *χ*^2^ = 3.676). The median lifespan of hybrids was 543.5 days vs. 325 (Titan) and 645.5 days (control) (Fig. 3d). These observations illustrate the quantitative genetic background determining mice obesity and lifespan.

### Male Titan mice display altered liver metabolism along with changes in gene and protein expression

We next evaluated possible alterations in liver function and metabolism in male Titan mice. First, alanine aminotransferase (ALAT) and alkaline phosphatase (ALP) activity, markers of potential liver damage^40^, were significantly elevated in Titan mice at 16–17 weeks of age (Fig. 4a, b). Combined Oil Red O and hematoxylin staining of the liver also revealed numerous small fat droplets in Titan mice (Fig. 4c). However, no clear signs of hepatic steatosis were found by H&E staining of 16–17-week-old Titan liver tissue (Supplementary Fig. 6). Bilirubin, a waste product of heme metabolism in the liver, was significantly lower in Titan mice than in controls (Fig. 4d). In addition, plasma urea levels were also decreased in Titan mice (Fig. 4e), pointing to the dysregulation of the urea cycle and protein metabolism in the liver. Altogether, these findings suggest an altered liver metabolism in Titan compared to control unselected mice.

**Fig. 4:**
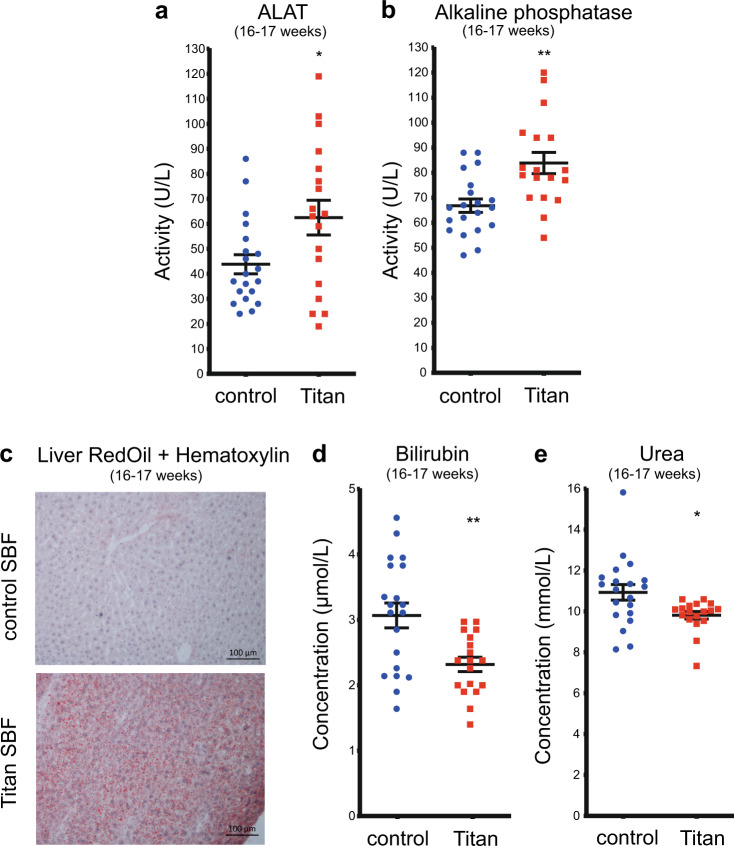
Titan mice display altered liver metabolism. **a** ALAT (*p* = 0.0262) and (**b**) ALP (*p* = 0.0019) levels in control (*n* = 20) and Titan mice (*n* = 18). **c** Oil Red O with hematoxylin staining of fat in liver of control and Titan mice (*n* = 4 per group). **d** Bilirubin levels in control (*n* = 20) and Titan mice (*n* = 18; *p* = 0.0019). **e** Urea levels of control (*n* = 20) and Titan (*n* = 18) mice (*p*  = 0.0132). *p < 0.05, **p < 0.01. Unpaired two-tailed *t-*tests with Welch’s correction were used to calculate *p* values. Error bars indicate SEM.

We hypothesized that Titan mice, unlike control animals, would display a transcriptome profile that is linked to increased body fat and altered metabolism. To identify pathways regulated at the transcriptional level in the liver, we performed RNA-sequencing (RNAseq) on this organ from 11-week-old and 19–21-week-old mice. 

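Liver RNA was sequenced from 20 male mice, with 5 Titan and 5 unselected control mice at 11 weeks of age and 5 of each line at 19–21 weeks. The libraries were depleted of rRNA and keep the strand of the RNA. The authors mapped the reads to GRCm38 with STAR and deposited, for each mouse, the counts of reads per gene without normalization, once over both strands and once for each strand. Reads that map to several positions or to more than 1 gene are not in these counts, so a gene with a close paralog or pseudogene holds only the reads unique to it. The counts of the strand that held 96.83% to 97.55% of the strand-assigned gene reads were used. Between 6794935 and 23295028 reads per mouse fell on genes. The median was 13971374 in 11-week-old Titan mice (range 10465526 to 23295028) and 14283662 in 11-week-old controls (12209454 to 22166755). In the 19–21-week-old groups it was 9524930 in Titan mice (6794935 to 11464698) and 11218712 in controls (7806106 to 18127024). Genes of the Y chromosome and histone genes were left out, as the paper's methods describe, and 13783 genes passed the filter on low counts of edgeR. All 20 mice entered a single fit of 4 groups with TMM normalization. The adjusted p values come from the two-sided quasi-likelihood test of edgeR with Benjamini–Hochberg adjustment over these 13783 genes, and a gene counted as differentially expressed at an adjusted p under 0.05. CPM values use the TMM-scaled library size. The scaling left the median log2 fold change over all genes at most 0.0219 from 0 in each of 11 settings and 5 comparisons. Up to 3 of the 20 libraries carry the same index sequence, so they came from at least 3 sequencing pools. The paper's text does not name the pool of each library, and no value could be recomputed within pools.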

Principal component analysis (PCA) revealed distinct Titan and control transcriptomes (Fig. 5a). 

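Over the 500 genes with the largest variance of log2 CPM, the first principal component (PC1) held 45.0% of the variance and the second (PC2) held 9.42%. On PC1 the 10 Titan mice lay between 10.67 and 32.36 and the 10 controls between -26.48 and -15.7. The Euclidean distance between the mean profiles of Titan and control mice over these genes was 52.4 log2 units at 11 weeks and 42.0 at 19–21 weeks. Among the 252 ways to split 10 mice into 5 and 5, none gave a larger distance at either age (one-sided exact permutation test, p = 0.00794 at each age, the smallest p that 5 mice against 5 allow). Within groups, 2 mice were 28.8 log2 units apart on average in 11-week-old Titan mice and 33.8 in 19–21-week-old Titan mice. In controls these values were 38.4 at 11 weeks and 39.9 at 19–21 weeks (10 pairs in each group). Means of 5 mice vary less than single mice, so the values within groups are no yardstick for distances between means. The share of variance on PC1 moved most when the PCA covered all 13783 tested genes, to 31.15%.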

Gene expression in younger and older controls clustered together, but in Titan mice, the expression profile shifted between the age groups (Fig. 5a), indicating age-dependent effects in Titan but not in control mice.

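Between the ages, the mean profiles were 26.7 log2 units apart in Titan mice and 20.8 in controls over the same 500 genes (one-sided exact permutation test, p = 0.00794 in each line, the smallest p this design allows). With each mouse left out in turn, this p stayed at or under 0.0159 in Titan mice and rose to 0.0714 in controls. On PC2, 19–21-week-old Titan mice lay between 4.53 and 24.87 and 11-week-old Titan mice between -18.11 and 1.02, while both ages of control overlapped on PC1 and on PC2. Per gene, 172 of the 13783 tested genes differed between the ages in Titan mice and 12 in controls. At an unadjusted p under 0.05 there were 2154 genes in Titan mice and 848 in controls, where 689.2 are expected by chance. The CPM of the 2 ages did not overlap for 101 of the 172 genes and for 8 of the 12. Over all tested genes this held for 2.97% in Titan mice and 1.02% in controls, against a chance share of 0.794%. The difference between the lines was tested as the age effect in Titan minus the age effect in controls. A single gene, *Gm6614*, passed the threshold, and 1230 genes had an unadjusted p under 0.05. With DESeq2 in place of edgeR, 167 genes were higher and 257 lower at 19–21 weeks in Titan mice, 50 genes differed between the ages in controls and 87 genes had an age effect that differed between the lines.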

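Of the 12 genes that differed between the ages in controls, 6 were higher and 6 lower at 19–21 weeks. *Gm6614* (ENSMUSG00000079263, chromosome 6, 141971845 to 142011414) averaged 5.39 ± 2.015 CPM in 19–21-week-old controls and 0.515 ± 0.205 CPM in 11-week-old controls (SD, n = 5 each), a log2 fold change of 3.41 (standard error 0.32, adjusted p = 1.0e-05). In Titan mice the same gene changed by 0.67 between the ages (adjusted p = 0.129), and its interaction was -2.74 (standard error 0.39, adjusted p = 0.0103). *Gm6222* (ENSMUSG00000083019, chromosome X, 103762917 to 103763545) averaged 3.11 ± 1.185 CPM in 19–21-week-old controls and 0.412 ± 0.2825 CPM in 11-week-old controls (SD, n = 5 each), a log2 fold change of 2.90 (standard error 0.38, adjusted p = 0.00120). *Abcg5* (ENSMUSG00000040505, chromosome 17, 84658234 to 84683011) averaged 72.3 ± 11.9 CPM in 19–21-week-old controls and 40.1 ± 2.66 CPM in 11-week-old controls (SD, n = 5 each), a log2 fold change of 0.85 (standard error 0.13, adjusted p = 0.009015). Lower at 19–21 weeks, *Chchd2* (ENSMUSG00000070493, chromosome 5, 129881156 to 129887470) fell from 112 ± 13.35 to 43.8 ± 19.6 CPM (SD, n = 5 each; log2 fold change -1.36 (standard error 0.23, adjusted p = 0.0161)), and *Gm30784* (ENSMUSG00000107516, chromosome 6, 141866358 to 141875220), a lincRNA, from 4.18 ± 0.853 to 0.637 ± 0.735 CPM (log2 fold change -2.82 (standard error 0.53, adjusted p = 0.0354)). The 2 ages did not overlap for any of these 5 genes. *Chchd2* and *Gm30784* no longer passed the threshold when the control mice were fitted alone, with adjusted p values of 0.257 and 0.318, and the highest over the alternatives for *Gm6614* was 0.00443. *Gm6222* is a transcribed processed pseudogene, and reads it shares with its parent gene are not in the counts. From the overlap of younger and older controls in the PCA (Fig. 5a) and the shift between the 2 ages of Titan mice, the paper reasons that there are age-dependent effects in Titan but not in control mice.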

**Fig. 5:**
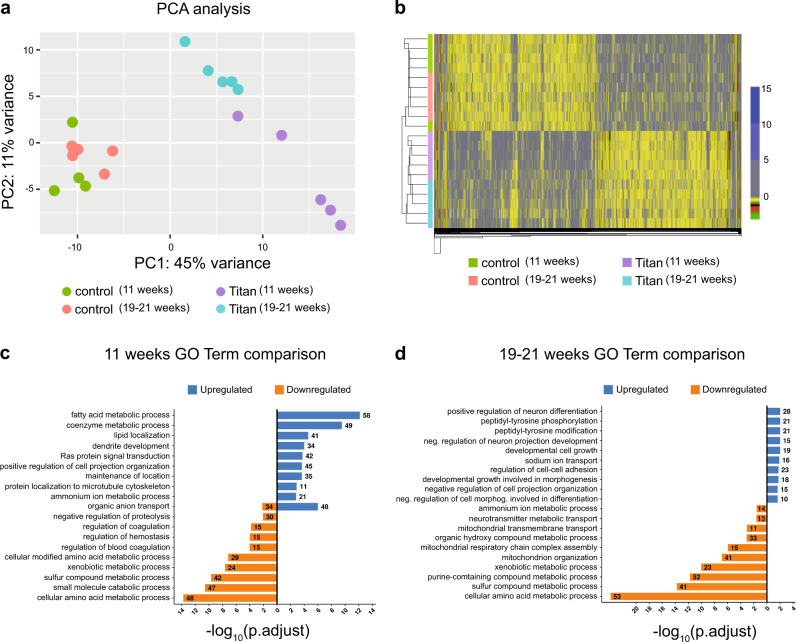
Liver transcriptome analyses reveal differential expression of genes associated with metabolic pathways in Titan mice. **a** Principal component analysis (PCA) of liver transcriptomes revealed clustering differences between Titan mice and controls. Control mice at 11 weeks and 19–21 weeks had similar transcriptomes, while younger and older Titan mice had distinct transcriptomes. **b** Heatmap showing significantly altered genes in control and Titan mice at 11 weeks and 19–21 weeks of age. The color gradient in each cell in the heatmap represents the scaled normalized log counts from each replicate and condition. **c** Gene ontology (GO) term analysis in 11-week-old Titan mice compared with corresponding controls. **d** GO terms in 19–21-week-old Titan mice compared with the corresponding controls (*n* = 5 per group).

Compared to age-matched controls, 11-week-old Titan mice exhibited 1150 upregulated and 1227 downregulated genes (Fig. 5b, Supplementary Fig. 7a, and Supplementary Data 3,4) and 19–21-week-old Titan mice 693 upregulated and 828 downregulated genes (Fig. 5b and Supplementary Fig. 7d). 

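In the chosen edgeR fit at 11 weeks, 997 genes were higher and 1060 lower in Titan mice than in controls. Together these were 14.9% of the 13783 genes tested. At 19–21 weeks, 584 were higher and 673 lower, together 9.12%. An unadjusted p under 0.05 was reached by 3797 genes at 11 weeks and 3321 at 19–21 weeks, where 689.2 are expected by chance. The median log2 fold change was 0.79 among the upregulated and -0.61 among the downregulated genes at 11 weeks, and 0.87 and -0.56 at 19–21 weeks. Titan and control mice did not overlap in CPM for 1359 of the 2057 genes at 11 weeks and 790 of the 1257 genes at 19–21 weeks. Over all tested genes the share without overlap was 11.9% and 7.63%, against 0.794% expected by chance. With each mouse left out in turn, between 796 and 1035 genes were upregulated and between 818 and 1032 downregulated at 11 weeks. The corresponding ranges at 19–21 weeks were 420 to 589 and 473 to 703. The counts at 11 weeks moved most when a log2 fold change over 0.5 was also required, to 712 upregulated and 645 downregulated genes. The lowest counts at 19–21 weeks were 364 upregulated genes in a fit of the 19–21-week-old mice alone and 376 downregulated genes with the log2 fold change limit. With DESeq2, the method the paper used, 1167 genes were upregulated and 1102 downregulated at 11 weeks. At 19–21 weeks the DESeq2 counts were 709 and 811.

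**Figure D1:**
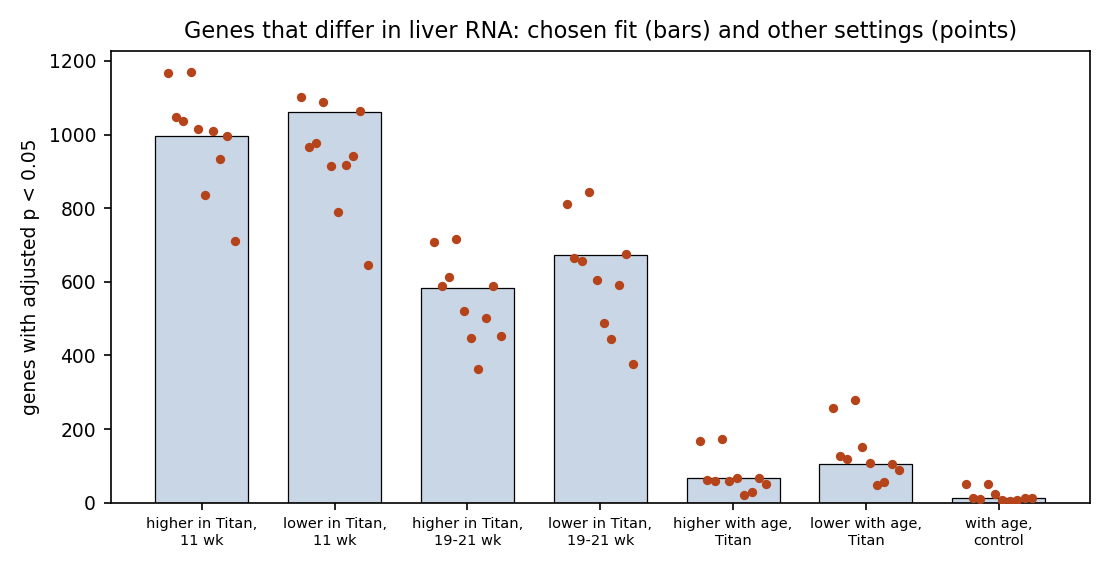
Number of genes (vertical axis) with an adjusted p under 0.05 in each direction of each comparison. Bars show the chosen fit, for example 997 upregulated and 1060 downregulated genes at 11 weeks, and points show the other settings chosen in advance.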

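Among the genes whose Titan and control mice did not overlap, *Vcp* (ENSMUSG00000028452, chromosome 4, 42979963 to 43000507) had one of the 3 smallest p values of the upregulated genes at both ages. It averaged 92.6 ± 8.04 CPM in 11-week-old Titan mice, 27.55 ± 3.03 CPM in 11-week-old controls, 94.5 ± 7.71 CPM in 19–21-week-old Titan mice and 26.4 ± 1.75 CPM in 19–21-week-old controls (SD, n = 5 each). The log2 fold change was 1.75 (standard error 0.08, adjusted p = 2.4e-11) at 11 weeks and 1.84 (standard error 0.08, adjusted p = 1.1e-11) at 19–21 weeks. Its processed pseudogene *Vcp-rs* (ENSMUSG00000083327, chromosome X, 104345829 to 104348234) led the downregulated genes, with 2.16 ± 0.265 CPM in 11-week-old Titan mice, 45.25 ± 4.75 CPM in 11-week-old controls, 2.34 ± 0.413 CPM in 19–21-week-old Titan mice and 42.2 ± 2.93 CPM in 19–21-week-old controls (SD, n = 5 each). These are log2 fold changes of -4.38 (standard error 0.11, adjusted p = 1.3e-16) and -4.16 (standard error 0.11, adjusted p = 6.5e-16). The summed counts of *Vcp* and *Vcp-rs* changed by 0.379 at 11 weeks (adjusted p = 0.00127) and by 0.499 at 19–21 weeks (adjusted p = 0.000227). *Hba-a2* (ENSMUSG00000069917, chromosome 11, 32296489 to 32297298) had at most 1 read in any control mouse and was at least 49.3-fold higher at 11 weeks (adjusted p = 3.5e-10) and at least 45.6-fold higher at 19–21 weeks (adjusted p = 6.3e-10). Summed with its paralog *Hba-a1*, the change at 11 weeks was 0.48. *Acpp* (ENSMUSG00000032561, chromosome 9, 104288251 to 104337748) was at least 112-fold higher in 11-week-old Titan mice, with 23.4 ± 7.70 CPM (SD, n = 5; adjusted p = 4.2e-11). The pseudogene *Gm6768* (ENSMUSG00000021908, chromosome 12, 119260978 to 119262855) changed by 3.26 (standard error 0.25, adjusted p = 8.1e-08) at 19–21 weeks. Among the downregulated genes, *Hsd3b3* (ENSMUSG00000062410, chromosome 3, 98741523 to 98763127) averaged 55.6 ± 5.225 CPM in 11-week-old Titan mice, 194 ± 20.7 CPM in 11-week-old controls, 60.0 ± 13.0 CPM in 19–21-week-old Titan mice and 222 ± 25.7 CPM in 19–21-week-old controls (SD, n = 5 each), log2 fold changes of -1.80 (standard error 0.13, adjusted p = 1.6e-08) and -1.89 (standard error 0.13, adjusted p = 1.3e-08). The pseudogenes *Gm6916* (ENSMUSG00000108608, chromosome 7, 128314784 to 128340805) and *Gm4875* (ENSMUSG00000082791, chromosome 6, 117997207 to 117997992) had at most 3 reads in every Titan mouse of the age compared. *Gm6916* was at least 9.95-fold lower at 11 weeks (adjusted p = 3.9e-08) and *Gm4875* at least 10.9-fold lower at 19–21 weeks (adjusted p = 1.7e-07). At 11 weeks the closest protein-coding gene moved opposite to *Gm6916* (*Tma7*, log2 fold change 2.087) and to *Gm6768* (*Ncoa4*, -0.536). That of *Gm4875* moved in the same direction (*Lasp1*, -0.09962). Counts of these 3 pairs were not summed, so reads shared within a pair are not excluded for these pseudogenes.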

We observed a significant overlap of transcriptomic alterations between both age group comparisons, with 402 upregulated and 461 downregulated genes.

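In the chosen fit, 331 genes were upregulated in Titan mice at both ages, where 42.2 are expected from the sizes of the lists (one-sided Fisher's exact test, p = 4.5e-237), and 399 were downregulated at both ages, where 51.8 are expected (p = 2.3e-290). The test treats genes as independent, which co-regulated genes are not. Of the 731 genes that differed at both ages, 730 had the same direction and 1 had the opposite direction. Among the 1326 genes past the threshold at 11 weeks alone, 1170 (88.2%) moved in the same direction at 19–21 weeks, and among the 526 past it at 19–21 weeks alone, 461 (87.6%) did so at 11 weeks. Over the 20 fits that each left out one mouse, the shared upregulated genes numbered between 269 and 342 and the shared downregulated genes between 318 and 407. The overlap moved most with a limit of 0.5 on the log2 fold change for the downregulated genes, to 238, and in separate fits of each age for the upregulated genes, to 224. With DESeq2, the method the paper used, 403 genes were upregulated and 455 downregulated at both ages.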

We next compared 11-week-old Titan to control mice. 

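Pathways of the mouse Reactome collection shipped with fgsea were tested in place of GO terms, over 837 pathways with at least 10 tested genes and a background of the 4470 tested genes that belong to any pathway. The list of 219 background genes upregulated in 11-week-old Titan mice with a log2 fold change over 0.5 gave 7 pathways with an adjusted p under 0.05 (one-sided Fisher's exact test, adjusted over the 837 pathways). The smallest p belonged to Metabolism, with 89 of its 1218 genes, 1.49 times the number expected by chance (adjusted p = 0.00547). Biological oxidations followed with 20 of its 141 genes, 2.895 times the number expected by chance (adjusted p = 0.00547) and the endosomal/vacuolar pathway with 6 of its 17 genes, 7.20 times the number expected by chance (adjusted p = 0.0243). Metabolism of carbohydrates held 23 of its 203 genes, 2.31 times the number expected by chance (adjusted p = 0.0243) and triglyceride biosynthesis 8 of its 34 genes, 4.80 times the number expected by chance (adjusted p = 0.0294). With all 13783 tested genes as the background, 1 pathway passed the threshold, and Metabolism was not that pathway. Among the genes of Metabolism, *Pygb* (ENSMUSG00000033059, chromosome 2, 150786735 to 150831758) had 17.8 ± 1.41 CPM in Titan mice and 5.89 ± 0.553 CPM in controls (SD, n = 5 each; log2 fold change 1.60 (standard error 0.13, adjusted p = 1.1e-07)). *Hba-a2* and *Gm6614* had smaller p values. *Gm6614* differed between Titan and control mice by 4.84 (standard error 0.30, adjusted p = 1.5e-09). In Biological oxidations, *Cyp17a1* (ENSMUSG00000003555, chromosome 19, 46667165 to 46673172) changed by 3.15 (standard error 0.46, adjusted p = 9.2e-05), *Cyp2b9* (ENSMUSG00000040660, chromosome 7, 26173411 to 26210661) by 7.21 (standard error 1.21, adjusted p = 0.0003565) and *Cyp2b13* (ENSMUSG00000040583, chromosome 7, 26061497 to 26096197) by 8.12 (standard error 1.33, adjusted p = 0.000290). The groups overlapped for *Cyp2b13*, whose Titan mice ranged widely (17.2 ± 21.3 CPM, SD, n = 5). The 3 genes with the smallest p in the endosomal/vacuolar pathway belong to the major histocompatibility complex, where paralogs share reads. *H2-Q1* (ENSMUSG00000079507, chromosome 17, 35320405 to 35325099) changed by 2.35 (standard error 0.41, adjusted p = 0.0004575), *H2-Q4* (ENSMUSG00000035929, chromosome 17, 35379617 to 35385290) by 1.13 (standard error 0.21, adjusted p = 0.000750) and *H2-Bl* (ENSMUSG00000073406, chromosome 17, 36080115 to 36084223), a polymorphic pseudogene, by 1.72 (standard error 0.32, adjusted p = 0.000891).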

The top ten upregulated GO terms highlighted genes involved in several central metabolic processes (Fig. 5c). Central metabolic regulators such as *mTOR, Elovl5, Elovl6*, and acetyl-CoA carboxylase were upregulated (Supplementary Data 3, 4), suggesting altered fat metabolism in the liver. 

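In the comparison at 11 weeks, *Mtor* (ENSMUSG00000028991, chromosome 4, 148448611 to 148557683) averaged 141 ± 22.75 CPM in Titan mice and 91.1 ± 18.3 CPM in controls (SD, n = 5 each), a log2 fold change of 0.63 (standard error 0.15, adjusted p = 0.00724). *Elovl5* (ENSMUSG00000032349, chromosome 9, 77917364 to 77984519) averaged 1889 ± 439 CPM in Titan mice and 998 ± 144 CPM in controls (SD, n = 5 each), a log2 fold change of 0.92 (standard error 0.23, adjusted p = 0.00890). The fatty acid elongase gene *Elovl6* (ENSMUSG00000041220, chromosome 3, 129532355 to 129638495) had 477 ± 319 CPM in Titan mice and 118 ± 24.1 CPM in controls, a log2 fold change of 2.01 (standard error 0.37, adjusted p = 0.000825). Acetyl-CoA carboxylase is encoded by *Acaca* (ENSMUSG00000020532, chromosome 11, 84129672 to 84401651), which had 158 ± 62.9 CPM in Titan mice and 69.4 ± 4.955 CPM in controls, a log2 fold change of 1.18 (standard error 0.20, adjusted p = 0.0003965). Every 11-week-old Titan mouse was above every control mouse of that age for each of the 4 genes. Leaving out each mouse in turn kept the log2 fold change between 0.51 and 0.69 for *Mtor*, 0.85 and 1.02 for *Elovl5*, 1.68 and 2.24 for *Elovl6* and 0.999 and 1.35 for *Acaca*. The largest adjusted p over the alternatives was 0.0169, for *Elovl5*. *Elovl6* varied widely between 11-week-old Titan mice, with 1 mouse at 872 CPM and another at 149 CPM.

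**Figure D2:**
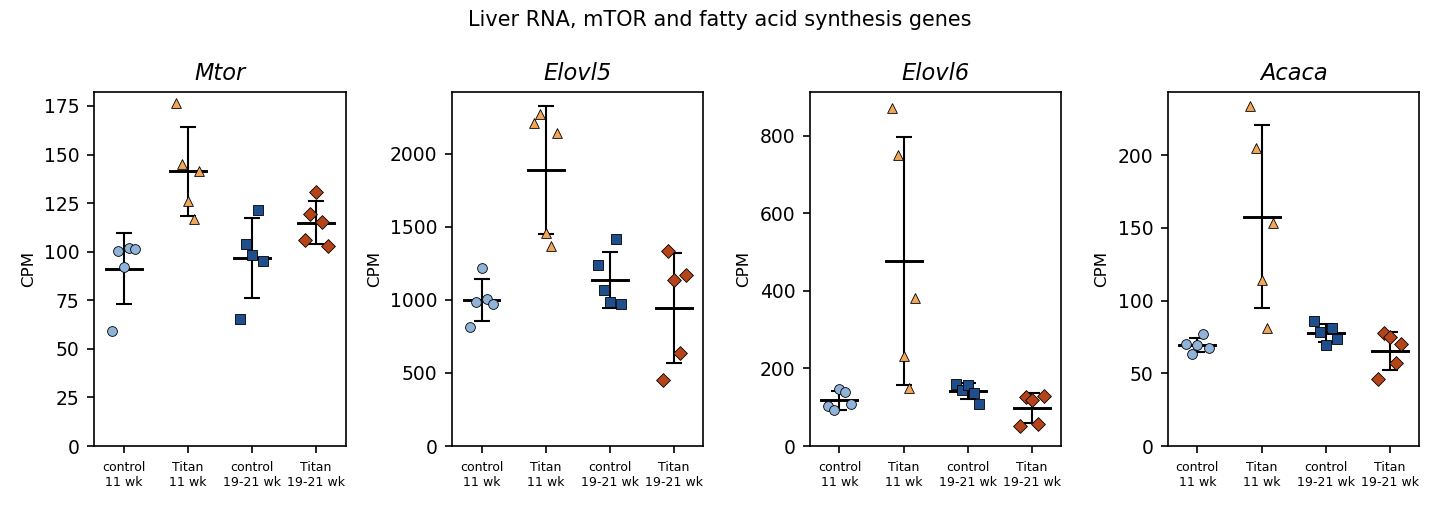
CPM of 4 genes (vertical axes, from 0) in the 4 groups, with 1 point per mouse, the mean as a line and the SD as error bars (n = 5). For each gene all 11-week-old Titan mice sit above all 11-week-old controls, and the 19–21-week-old groups overlap.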

The top ten downregulated GO terms included xenobiotic, amino acid, and sulfur metabolism (Fig. 5c). 

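The 228 background genes downregulated in 11-week-old Titan mice with a log2 fold change over 0.5 in size gave 21 Reactome pathways past the threshold. Biological oxidations held 31 of its 141 genes, 4.31 times the number expected by chance (adjusted p = 1.0e-09), cytochrome P450 arranged by substrate type 21 of its 65 genes, 6.33 times the number expected by chance (adjusted p = 1.0e-09), and phase 1 functionalization of compounds 22 of its 79 genes, 5.46 times the number expected by chance (adjusted p = 5.6e-09). These 3 pathways share members, so they are not independent results. Xenobiotics held 11 of its 31 genes, 6.96 times the number expected by chance (adjusted p = 3.4e-05). Metabolism of amino acids and derivatives held 23 of its 162 genes, 2.78 times the number expected by chance (adjusted p = 0.000776), and glutathione conjugation, a sulfur pathway, 6 of its 24 genes, 4.90 times the number expected by chance (adjusted p = 0.0407). Across the 6 alternatives for the pathway lists, between 19 and 23 pathways passed, and glutathione conjugation was above the threshold without the limit on the log2 fold change and with at least 10 counts in every mouse. The members with the smallest p in these 3 pathways were *Cyp7b1*, *Fdx1*, *Gsta2* and *Cyp2u1*. *Fdx1* (ENSMUSG00000032051, chromosome 9, 51943306 to 51963556), which encodes the electron donor ferredoxin, averaged 49.5 ± 2.84 CPM in Titan mice and 78.3 ± 5.21 CPM in controls (SD, n = 5 each), a log2 fold change of -0.66 (standard error 0.08, adjusted p = 2.0e-05), without overlap between the groups.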

For example, many cytochrome P450 family genes, including *Cyp2c37*, were downregulated in 11-week-old Titan mice compared to controls at the same age (Supplementary Data 3, 4). 

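Of the 66 tested genes whose symbol is Cyp followed by a number, 25 were downregulated in 11-week-old Titan mice and 10 were upregulated. Adjusted over these 66 genes alone, 29 were downregulated and 16 upregulated. Downregulated genes were more frequent in the family than among the other tested genes (two-sided Fisher's exact test, odds ratio 7.47, p = 5.2e-12), and so were upregulated genes in the chosen fit (odds ratio 2.303, p = 0.0265). Over the other settings 3 to 12 genes were upregulated, and the p of this enrichment reached 1.0, so it did not hold in all of them. The median log2 fold change over the 66 genes was -0.25, and the 65 of them with more than 3 reads in at least 1 mouse of each group ranged from -3.55 to 8.12. The median stayed negative over the alternatives, between -0.43 and -0.20. The number of downregulated genes was 23 to 27 over the other settings and 23 to 26 with each mouse left out. It rose to 27 without the filter on low counts and fell to 23 with at least 10 counts in every mouse or a log2 fold change over 0.5 in size. *Cyp2c37* (ENSMUSG00000042248, chromosome 19, 39992424 to 40012243) averaged 11.4 ± 6.04 CPM in Titan mice and 46.3 ± 17.5 CPM in controls (SD, n = 5 each), a log2 fold change of -1.998 (standard error 0.34, adjusted p = 0.0003565). The groups did not overlap, and the log2 fold change stayed between -2.36 and -1.81 with each mouse left out. The smallest p among the downregulated genes belonged to *Cyp7b1* (ENSMUSG00000039519, chromosome 3, 18071950 to 18243338), with 109.7 ± 41.7 CPM in Titan mice and 694 ± 185 CPM in controls, a log2 fold change of -2.66 (standard error 0.31, adjusted p = 7.3e-06). *Cyp2u1* (ENSMUSG00000027983, chromosome 3, 131288441 to 131303227) changed by -2.09 (standard error 0.28, adjusted p = 3.8e-05) and *Cyp4v3* (ENSMUSG00000079057, chromosome 8, 45304944 to 45333216) by -0.89 (standard error 0.12, adjusted p = 5.0e-05). Neither gene overlapped between the groups. Members of this family have close paralogs, and reads that map to more than 1 of them are not in the counts.

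**Figure D3:**
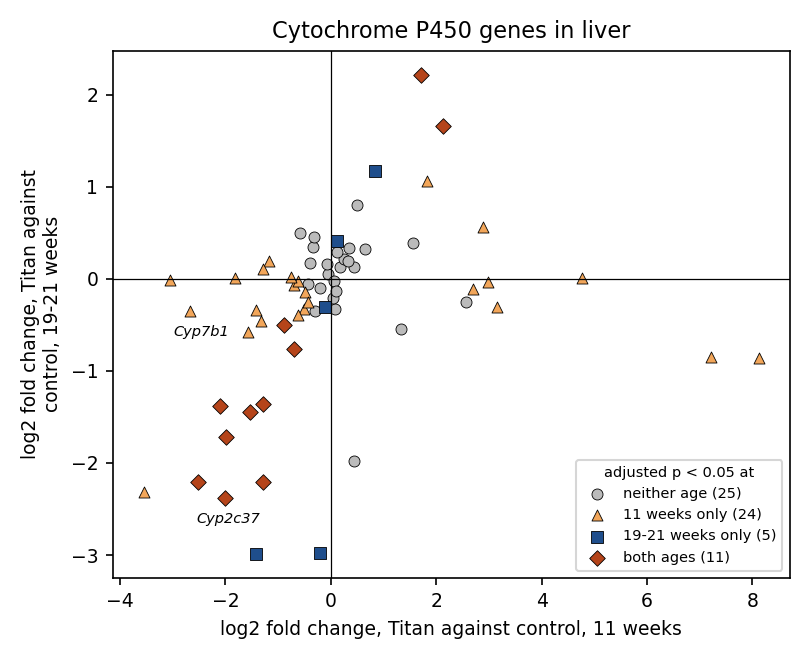
Log2 fold changes between Titan and control mice of 65 cytochrome P450 genes, at 11 weeks (horizontal axis) and 19–21 weeks (vertical axis), with 1 gene left out that had at most 3 reads in every mouse of a group. Colours show the ages with an adjusted p under 0.05 (neither 25, 11 weeks alone 24, 19–21 weeks alone 5, both 11), and *Cyp2c37* lies in the lower left.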

Interestingly, cytochrome P450 family genes are downregulated in a high-fat diet^24^. Furthermore, several genes related to methionine, folate cycle, and hydrogen sulfide production (e.g., *Bhmt, Gnmt, Cth* (*Cgl*)*, Dmgdh*), as well as *Hcrtr2* were downregulated in 11-week-old Titan mice.

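At 11 weeks, *Bhmt* (ENSMUSG00000074768, chromosome 13, 93616675 to 93637961) averaged 201 ± 32.6 CPM in Titan mice and 523 ± 126.5 CPM in controls (SD, n = 5 each), a log2 fold change of -1.38 (standard error 0.23, adjusted p = 0.000367). *Cth* (ENSMUSG00000028179, chromosome 3, 157894248 to 157925077) had 181 ± 10.55 and 421 ± 90.5 CPM, a log2 fold change of -1.21 (standard error 0.13, adjusted p = 3.4e-06). *Dmgdh* (ENSMUSG00000042102, chromosome 13, 93674433 to 93752833) had 402 ± 35.3 and 610.4 ± 66.2 CPM, a log2 fold change of -0.60 (standard error 0.11, adjusted p = 0.000878). Titan and control mice did not overlap for these 3 genes. They overlapped for *Gnmt* (ENSMUSG00000002769, chromosome 17, 46725664 to 46729168), with 722 ± 82.7 CPM in Titan mice and 1019 ± 196 CPM in controls, a log2 fold change of -0.50 (standard error 0.14, adjusted p = 0.02135). Over the fits that each left out one mouse, the adjusted p of *Gnmt* reached 0.0586, while its log2 fold change stayed between -0.59 and -0.44. The corresponding ranges were -1.50 and -1.26 for *Bhmt*, -1.29 and -1.08 for *Cth* and -0.66 and -0.55 for *Dmgdh*. *Hcrtr2* (ENSMUSG00000032360, chromosome 9, 76225880 to 76323856) did not pass the filter on low counts. The 5 control mice of 11 weeks had 47 reads in total, 24 of them in 1 mouse, and the 5 Titan mice had 4 reads in total, with at most 2 in any of them. It was at least 2.948-fold lower in Titan mice at 11 weeks, and its adjusted p in the fit without this filter was 0.00276.

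**Figure D4:**
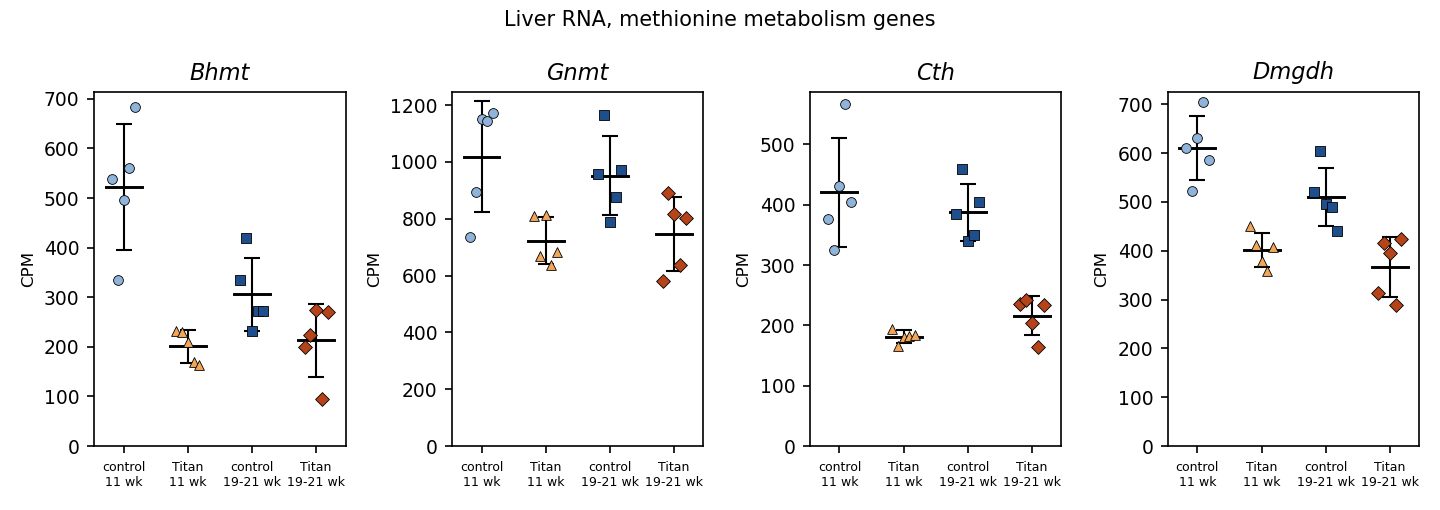
CPM of 4 genes of the methionine and folate cycles and hydrogen sulfide production (vertical axes, from 0), with 1 point per mouse, the mean as a line and the SD as error bars (n = 5). The 11-week-old groups do not overlap for *Bhmt*, *Cth* and *Dmgdh* and overlap for *Gnmt*.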

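Among genes upregulated in 19–21-week-old Titan mice, the 133 background genes with a log2 fold change over 0.5 gave 8 Reactome pathways past the threshold, of which G alpha (i) signalling events is the one outside the immune system. Interferon gamma signaling held 13 of its 73 genes, 5.985 times the number expected by chance (adjusted p = 7.1e-05), interferon signaling 15 of its 100 genes, 5.04 times the number expected by chance (adjusted p = 7.1e-05), and the endosomal/vacuolar pathway 7 of its 17 genes, 13.8 times the number expected by chance (adjusted p = 7.5e-05). Each of the 8 pathways except G alpha (i) signalling events held *Gm8909*, *H2-Bl*, *H2-D1*, *H2-K1*, *H2-Q1*, *H2-Q2* and *H2-Q4*, so they are not independent results. The other members in interferon gamma signaling were *H2-Aa*, *Mid1*, *Trim5*, *Trim12a*, *Trim30d* and *Trim34a*. These results thus rest largely on H2 and Trim genes and do not by themselves show a wider interferon response. G alpha (i) signalling events held 9 of its 63 genes, 4.80 times the number expected by chance (adjusted p = 0.0118). The number of pathways moved most with at least 10 counts in every mouse, to 5. *Trim30d* (ENSMUSG00000057596, chromosome 7, 104470014 to 104507849) averaged 7.58 ± 2.295 CPM in Titan mice and 0.974 ± 1.01 CPM in controls (SD, n = 5 each), a log2 fold change of 2.95 (standard error 0.45, adjusted p = 0.000269). *Stat2* (ENSMUSG00000040033, chromosome 10, 128270559 to 128292849) had 105 ± 6.07 and 69.6 ± 4.43 CPM, a log2 fold change of 0.59 (standard error 0.08, adjusted p = 8.7e-05). *Mid1* (ENSMUSG00000035299, chromosome X, 169685199 to 170005736), an X-linked gene, changed by 2.03 (standard error 0.38, adjusted p = 0.00162). *H2-Bl* had 7.63 ± 1.09 and 2.20 ± 1.14 CPM (1.84 (standard error 0.33, adjusted p = 0.00128) as log2 fold change), and *Gm8909* (ENSMUSG00000073402, chromosome 17, 36164443 to 36168537) changed by 1.61 (standard error 0.35, adjusted p = 0.00670). The groups did not overlap for these 5 genes. *H2-Q4* changed by 0.91 (standard error 0.21, adjusted p = 0.00884), and its groups overlapped. Of these genes, *H2-Bl*, *H2-Q4* and *Gm8909* have close paralogs on chromosome 17, and sequence variants of the Titan line in these genes were not analysed here.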

The top ten upregulated GO terms in 19–21-week-old Titan mice compared with control revealed the upregulation of genes involved in neuronal differentiation and peptidyl-tyrosine phosphorylation activity (Fig. 5d). 

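For genes downregulated in 19–21-week-old Titan mice, 143 background genes with a log2 fold change over 0.5 in size gave 6 Reactome pathways past the threshold. Metabolism held 73 of its 1218 genes, 1.87 times the number expected by chance (adjusted p = 6.1e-07), metabolism of amino acids and derivatives 22 of its 162 genes, 4.245 times the number expected by chance (adjusted p = 2.0e-06), and biological oxidations 20 of its 141 genes, 4.43 times the number expected by chance (adjusted p = 3.4e-06). The other 3 were phase 1 functionalization of compounds, cytochrome P450 arranged by substrate type and xenobiotics, the last with 7 of its 31 genes, 7.06 times the number expected by chance (adjusted p = 0.00570). Each of the 3 is also part of biological oxidations. Without the limit on the log2 fold change 15 pathways passed, and xenobiotics was not among them. *Agxt* (ENSMUSG00000026272, chromosome 1, 93135240 to 93145421), the alanine-glyoxylate aminotransferase gene, averaged 113 ± 16.8 CPM in Titan mice and 321 ± 53.5 CPM in controls (SD, n = 5 each), a log2 fold change of -1.50 (standard error 0.15, adjusted p = 3.0e-06). *Mtap* (ENSMUSG00000062937, chromosome 4, 89137122 to 89181081), a gene of the methionine salvage pathway, had 18.1 ± 1.69 and 34.8 ± 1.04 CPM, a log2 fold change of -0.94 (standard error 0.11, adjusted p = 1.9e-05). *Dbt* (ENSMUSG00000000340, chromosome 3, 116513070 to 116549981) had 90.1 ± 10.8 and 136 ± 11.5 CPM, a log2 fold change of -0.59 (standard error 0.09, adjusted p = 0.000210). None of the 3 genes overlapped between Titan and control mice, and with each mouse left out the log2 fold changes stayed between -1.56 and -1.42 for *Agxt*, -0.98 and -0.89 for *Mtap* and -0.64 and -0.53 for *Dbt*.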

The top ten downregulated GO terms in 19–21-week-old Titan mice revealed genes involved in regulating xenobiotic, amino acid, and sulfur metabolism (Fig. 5d), which is similar to the comparison at 11 weeks of age (Fig. 5c). Of note, genes involved in the mitochondrial organization and mitochondrial respiratory complex assembly were downregulated as well (Fig. 5d). 

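A list of 52 tested genes for assembly factors of the respiratory complexes was compared at 19–21 weeks. Of these, 8 were downregulated in Titan mice (*Acad9*, *Cox11*, *Cox15*, *Ndufaf1*, *Ndufaf7*, *Sco2*, *Sdhaf3* and *Uqcc1*) and 1 was upregulated (*Dmac2*), and adjusted over the list alone 11 were downregulated. Apart from *Cox11*, *Ndufaf1* and *Sdhaf3*, these symbols are given after their values were seen. Downregulated genes were more frequent in the list than among the other tested genes (two-sided Fisher's exact test, odds ratio 3.57, p = 0.00347). The median log2 fold change of the 52 genes was -0.17, and between -0.18 and -0.15 over the alternatives. Counting reads of both strands moved the number most among the full fits, to 5 downregulated genes, and this p then reached 0.0734, the highest over the settings. Of the 8 genes, 3 had a log2 fold change over 0.5 in size. *Ndufaf1* (ENSMUSG00000027305, chromosome 2, 119655446 to 119662827) averaged 15.7 ± 2.23 CPM in Titan mice and 22.3 ± 2.47 CPM in controls (SD, n = 5 each), a log2 fold change of -0.51 (standard error 0.10, adjusted p = 0.00292). *Sdhaf3* (ENSMUSG00000042505, chromosome 6, 6956004 to 7042979) had 6.33 ± 0.468 and 9.34 ± 1.37 CPM, a log2 fold change of -0.57 (standard error 0.12, adjusted p = 0.00386). *Cox11* (ENSMUSG00000020544, chromosome 11, 90638173 to 90644931) had 5.88 ± 1.46 and 9.90 ± 1.66 CPM, a log2 fold change of -0.75 (standard error 0.16, adjusted p = 0.00424). The groups did not overlap for these 3 genes, and *Cox11* had an adjusted p of 0.183 when reads of both strands were counted.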

We found that *Acss2*, an acetyl-CoA synthesis enzyme linked with histone acetylation^41^, was downregulated in Titan mice.

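*Acss2* (ENSMUSG00000027605, chromosome 2, 155517948 to 155585724) averaged 209 ± 40.45 CPM in 11-week-old Titan mice and 372 ± 100.4 CPM in controls of that age (SD, n = 5 each), a log2 fold change of -0.83 (standard error 0.30, adjusted p = 0.0729). The groups did not overlap at this age, but the adjusted p was above the threshold. At 19–21 weeks it had 158 ± 88.75 CPM in Titan mice and 359.7 ± 91.3 CPM in controls, a log2 fold change of -1.18 (standard error 0.31, adjusted p = 0.0186), and the groups overlapped. The adjusted p over the alternatives lay between 0.0112 and 0.109 at 11 weeks and between 0.00184 and 0.0701 at 19–21 weeks. In fits of each age alone, *Acss2* passed the threshold at 11 weeks and not at 19–21 weeks. With each mouse left out, the log2 fold change stayed between -0.93 and -0.70 at 11 weeks and between -1.43 and -0.99 at 19–21 weeks.

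**Figure D5:**
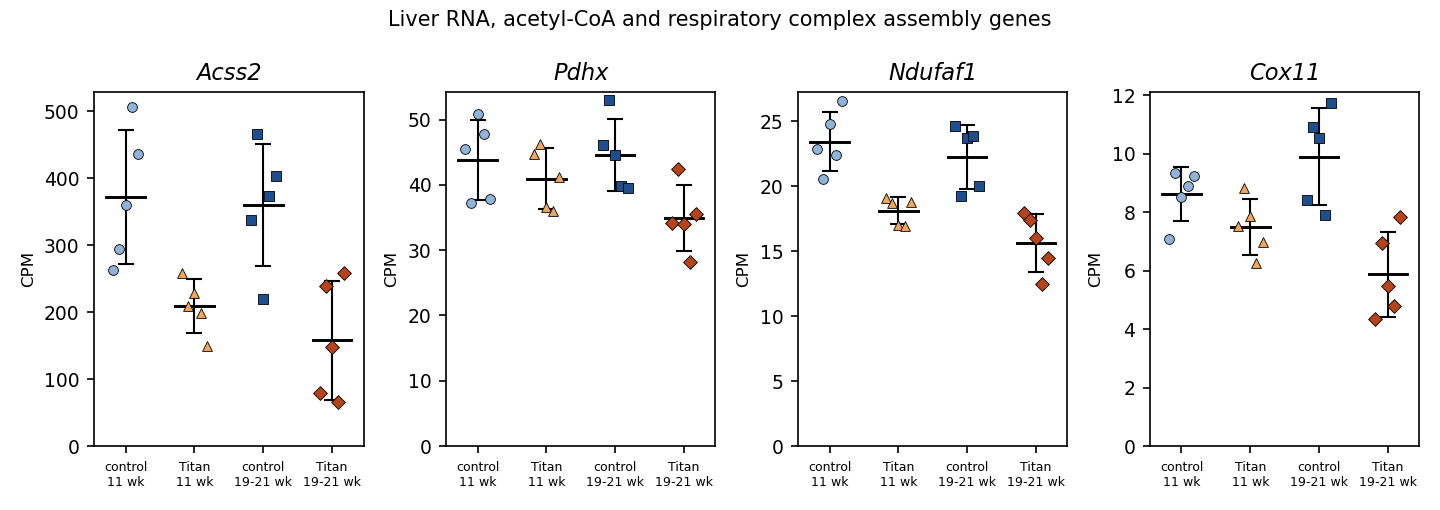
CPM of *Acss2*, *Pdhx* and the assembly factor genes *Ndufaf1* and *Cox11* (vertical axes, from 0) in the 4 groups, with 1 point per mouse, the mean as a line and the SD as error bars (n = 5). Titan mice lie below controls without overlap for *Acss2* at 11 weeks, for *Cox11* at 19–21 weeks and for *Ndufaf1* at both ages.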

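In Titan mice, 67 genes were higher and 105 lower at 19–21 than at 11 weeks. The number of higher genes moved most among the alternatives with DESeq2 on counts of both strands, to 174, and in a fit of the Titan mice alone it was 22. With each mouse left out in turn, between 12 and 182 genes were higher, so the count rests on single mice. The 17 higher genes that belong to a Reactome pathway and have a log2 fold change over 0.5 gave 0 pathways past the threshold, and 18 of the 837 pathways had an unadjusted p under 0.05. *Npr2* (ENSMUSG00000028469, chromosome 4, 43631935 to 43651244) rose from 18.5 ± 3.24 to 48.9 ± 6.68 CPM (SD, n = 5 each), a log2 fold change of 1.399 (standard error 0.14, adjusted p = 3.5e-05). *Gm4756* (ENSMUSG00000109482, chromosome 12, 72576002 to 72649661) rose from 52.0 ± 8.99 to 89.7 ± 15.9 CPM, a log2 fold change of 0.79 (standard error 0.12, adjusted p = 0.00383). *Serpine2* (ENSMUSG00000026249, chromosome 1, 79794197 to 79861180) rose from 4.41 ± 1.28 to 29.75 ± 7.795 CPM, a log2 fold change of 2.77 (standard error 0.43, adjusted p = 0.00440). The 2 ages did not overlap for these 3 genes, and their log2 fold changes stayed between 1.30 and 1.45, 0.72 and 0.86, and 2.62 and 2.92, respectively, with each mouse left out. The age effect did not differ from that in controls at the threshold for any of them (interaction, adjusted p = 0.0905 for *Npr2*, 0.376 for *Gm4756* and 0.178 for *Serpine2*).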

Compared to 11-week-old Titan mice, 19–21-week-old Titan mice had increased expression of several enzymes involved in glucose and insulin response (Supplementary Fig. 7b). 

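*Cyp7b1* rose in Titan mice from 11 to 19–21 weeks by a log2 fold change of 1.79 (standard error 0.30, adjusted p = 0.00660), from the mean at 11 weeks given for the cytochrome P450 genes to 378 ± 165 CPM at 19–21 weeks (SD, n = 5). The 2 ages did not overlap, and the log2 fold change stayed between 1.52 and 1.93 with each mouse left out. In controls the change with age was -0.53 (standard error 0.29, adjusted p = 0.862), and 19–21-week-old controls averaged 481 ± 96.6 CPM. Titan and control mice of 19–21 weeks differed by -0.35 (standard error 0.29, adjusted p = 0.4925) and overlapped. The age effect in Titan mice exceeded that in controls by 2.32 on the log2 scale (standard error 0.41, adjusted p = 0.0764 over all genes and 0.000382 over the genes named in the paper alone). This interaction passed the threshold over all genes with DESeq2 (adjusted p = 3.0e-05), and its adjusted p lay between 3.0e-05 and 0.122 over the alternatives. The paper names *Cyp7b1* from these same libraries, so the adjustment over the named genes shows no difference between the lines by itself.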

Also, *Cyp7b1*, which encodes an enzyme involved in cholesterol catabolism converting cholesterol to bile acids and is positively regulated by a high-fat diet^24^, was upregulated in 19–21-week-old compared to 11-week-old Titan mice. On the other hand, the top ten downregulated GO terms highlighted genes involved in fatty acid, coenzyme, and carbohydrate metabolism (Supplementary Fig. 7c). 

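Of the 105 genes lower at 19–21 than at 11 weeks in Titan mice, 44 are in the pathway background with a log2 fold change over 0.5 in size, and they gave 21 Reactome pathways past the threshold. Metabolism held 31 of its 1218 genes, 2.59 times the number expected by chance (adjusted p = 2.1e-06), fatty acyl-CoA biosynthesis 6 of its 17 genes, 35.9 times the number expected by chance (adjusted p = 3.1e-06), and triglyceride biosynthesis 7 of its 34 genes, 20.9 times the number expected by chance (adjusted p = 6.7e-06). Metabolism of carbohydrates held 11 of its 203 genes, 5.505 times the number expected by chance (adjusted p = 0.000370). The number of lower genes rose most with DESeq2 on counts of both strands, to 279, and fell to 48 with the share of reads outside genes as a covariate, a setting chosen after the data were seen. *A1bg* (ENSMUSG00000022347, chromosome 15, 60896859 to 60923012) fell from 565 ± 515 to 1.38 ± 0.625 CPM (SD, n = 5 each), a log2 fold change of -8.65 (standard error 1.23, adjusted p = 0.00249). *Pnpla3* (ENSMUSG00000041653, chromosome 15, 84167837 to 84187236) fell from 23.7 ± 13.3 to 1.4 ± 0.880 CPM, a log2 fold change of -4.01 (standard error 0.56, adjusted p = 0.00249). *Acpp* fell to 5.87 ± 1.64 CPM at 19–21 weeks, a log2 fold change of -1.99 (standard error 0.25, adjusted p = 0.0009195). Among the fatty acid and triglyceride genes, *Elovl6* changed by -2.29 (standard error 0.38, adjusted p = 0.00660), *Acaca* by -1.27 (standard error 0.20, adjusted p = 0.00646), *Fasn* by -1.60 (standard error 0.35, adjusted p = 0.0297), *Elovl5* by -0.999 (standard error 0.23, adjusted p = 0.0376) and *Acsl5* by -0.68 (standard error 0.15, adjusted p = 0.0284). The 2 ages did not overlap for any of these 8 genes. *Elovl5*, *Fasn* and *Acsl5* lost their place past the threshold under at least 1 alternative, with adjusted p values up to 0.113, 0.0729 and 0.0961.

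**Figure D6:**
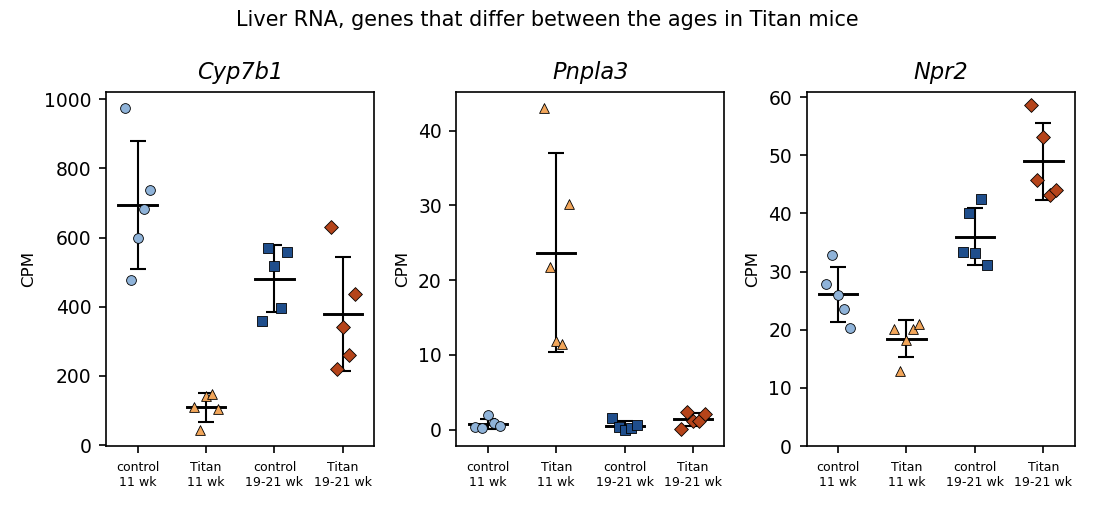
CPM of *Cyp7b1*, *Pnpla3* and *Npr2* (vertical axes, from 0) in the 4 groups, with 1 point per mouse, the mean as a line and the SD as error bars (n = 5). In Titan mice *Cyp7b1* and *Npr2* are higher and *Pnpla3* is lower at 19–21 than at 11 weeks, without overlap between the ages.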

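Across the 6 lists of upregulated and downregulated genes, 63 combinations of a list and a Reactome pathway passed the threshold. Besides the lists reported above, Metabolism passed among genes downregulated in 11-week-old Titan mice, with 91 of its 1218 genes, 1.465 times the number expected by chance (adjusted p = 0.00148). Bile acid and bile salt metabolism held 8 of its 35 genes, 4.48 times the number expected by chance (adjusted p = 0.0142) in this list, and metabolism of lipids and lipoproteins 37 of its 412 genes, 1.76 times the number expected by chance (adjusted p = 0.0164). Metabolism of lipids and lipoproteins also passed among genes lower at 19–21 than at 11 weeks in Titan mice, with 12 of its 412 genes, 2.96 times the number expected by chance (adjusted p = 0.0188). Glucose metabolism held 7 of its 64 genes, 11.1 times the number expected by chance (adjusted p = 0.000370) in that list. Of the 63 results, 31 stayed past the threshold under all alternatives for the pathway lists that were run.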

Taken together, liver transcriptomic analysis demonstrates several metabolic alterations in Titan mice.

Next, we compared the liver proteomes of Titan and control mice (Supplementary Data 5). As with the RNAseq data, larger proteomic changes were seen in the 11-week-old Titan to control comparison than in the 19–21-week-old comparison (Supplementary Fig. 8a, b). Relative to age-matched controls, 11-week-old Titan mice exhibited 207 upregulated and 289 downregulated proteins, while 19–21-week-old Titan mice showed 125 upregulated and 142 downregulated proteins (Supplementary Fig. 8a, b). Consistent with the transcriptome results, pathway analysis revealed increased fatty acid and coenzyme metabolism, notably pathways involved in fat utilization (ACACA, IDH1, and ACOX1) and in lipid biosynthesis (FASN and ACSL5). In contrast, downregulation in xenobiotic, amino acid, and sulfur metabolism was observed in 11-week-old Titan mice (Supplementary Fig. 8c).

Proteins involved in lipid metabolism were also enriched in 19–21-week-old Titan mice compared to controls (Supplementary Fig. 8d), although this was not observed in the RNAseq top ten GO terms (Fig. 5d). We also found that proteins upregulated in 19–21-week-old Titan mice were associated with carbohydrate catabolism and coenzyme metabolism (Supplementary Fig. 8d), while downregulated proteins were enriched in amino acid and sulfur metabolism (Supplementary Fig. 8d), in line with the RNAseq analysis (Fig. 5d). As with the transcriptomic data, we observed a reduction in the abundance of BHMT, GNMT, and CTH (CGL).

Collectively, both transcriptomics and proteomics data hint toward increased fat metabolism in Titan compared to control mice.

### Late dietary intervention at 12 weeks of age improves the obesity and lifespan phenotypes in Titan mice

We next investigated the impact of dietary intervention on measures of obesity, epigenetic markers, liver gene expression patterns, and lifespan of Titan mice. We compared the impact of a diet with moderate energy reduction using energy-reduced feed, hereafter referred to as ERF (see Methods), to that of SBF. We introduced ERF at 12 weeks of age onward and termed this diet intervention as late intervention due to the fact that 10 and 25% of the Titan population were already dead by 18 and 33 weeks, respectively.

ERF intervention resulted in a 5–10% weight reduction in Titan mice, compared to SBF-fed siblings (Fig. 6a; Mann–Whitney *U* (MWU) test, *p* = 0.0017). By 21 weeks, ERF-fed Titan mice had significantly reduced abdominal fat percentage compared to SBF-fed mice (Fig. 6b; MWU-test, *p* = 0.0313). Also, the ERF regime lowered the levels of plasma cholesterol, HDL, and glucose in Titan mice (Fig. 6c and Supplementary Data 6). Furthermore, plasma levels of leptin, glycerol and non-esterified fatty acids (NEFA) were significantly decreased under the ERF regime (Fig. 6c and Supplementary Data 6). However, the plasma levels of IL-6, TNFα, FGF21, and adiponectin were not significantly changed upon ERF (Fig. 6c).

**Fig. 6:**
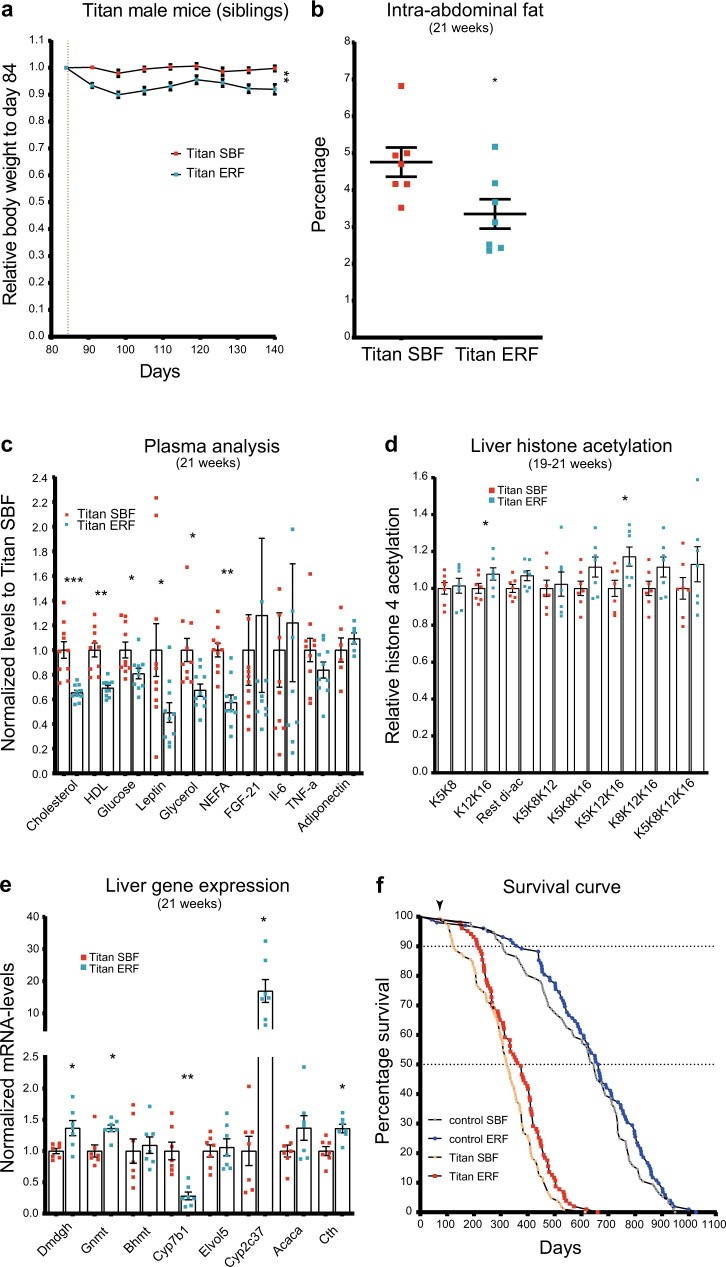
Late dietary intervention by switching to ERF improves health metrics and extends the lifespan of Titan mice. **a** Switching standard breeding feed (SBF) to energy-reduced feed (ERF) at 12 weeks resulted in a persistent average weight loss in Titan siblings (*n* = 23 per group). Mann–Whitney-*U* (MWU)-test was calculated for day 140, *p* = 0.0011. **b** Compared to age-matched control Titan mice, ERF-fed Titan mice had a lower percentage of intra-abdominal fat at 21 weeks (*n* = 7 per group). Paired Wilcoxon-test, *p* = 0.0313. **c** Late ERF feeding at 12 weeks of age decreased the levels of plasma cholesterol (pval.adj = 0.00013), high-density lipoprotein (HDL) (pval.adj = 0.0013), glucose (pval.adj = 0.043), leptin (pval.adj = 0.043), glycerol (pval.adj = 0.0165), and non-esterified fatty acids (NEFA) (pval.adj = 0.00132) in 21-week-old mice (*n* = 10 per group). MWU-test, by multiple correction to calculate *p* values. **d** Quantification of polyacetylation of histone 4 4–17 following ERF feeding. *p* values, paired MWU-test (H4K5K8) = 0.8125, (H4K12K16) = 0.0469 (H4-rest di-ac) = 0.1563, (H4K5K8K12) = 0.9375, (H4K5K8K16) = 0.0781, (H4K5K12K16) = 0.0313, (H4K8K12K16) = 0.0781, (H4 tetra-ac) = 0.375 (*n* = 7 per group). **e** RT-PCR comparing gene expression of candidate genes from ERF- and SBF-fed Titan mice siblings at 21 weeks of age (*n* = 7 per group). Paired *t-*test was performed followed by multiple correction to calculate adjusted *p* values; pval.adj (*Dmdg*) = 0.032, (*Gnmt*) = 0.012, (*Bhmt*) = 0.736, (*Cyp7b1*) = 0.008, (*Elovl5*) = 0.736, (*Cyp2c37*) = 0.012, (*Acaca*) = 0.0587, (*Cth*) = 0.012. **f** Switching to ERF feeding at 12 weeks of age (vertical black arrowhead) increased the lifespan of both Titan and control mice (Log-rank test; *p* = 0.0087, *χ*^2^ = 6.892 Titan and *p* = 0.162, *χ*^2^ = 1.955 control). The ages at 25, 75, and 90% death and the median lifespan are presented in Supplementary Table 1. *p < 0.05, **p < 0.01, ***p < 0.001. Error bars indicate SEM.

Late ERF intervention in Titan mice also resulted in a general increase in poly-acetylated motifs of histone 4 levels, which resembled those observed in control mice (Fig. 6d). In general, motifs containing K12K16 acetylation motifs (significant H4K12K16 and H4K5K12K16) were increased in ERF-fed compared to SBF-fed Titan mice (Fig. 6d). In addition, late ERF intervention reversed the expression profiles of some of the investigated genes (Fig. 5 and Supplementary Fig. 7, and Supplementary Data 3). In fact, genes that were downregulated in Titan versus control mice (e.g., *Dmdgh*, *Gnmt*, *Cth*, and *Cyp2c37*) were upregulated in ERF-fed vs. SBF-fed Titan mice (Fig. 6e)^24^. Similarly, upregulated genes in Titan SBF versus control SBF mice (e.g., *Cyp7b1*) were downregulated in ERF-fed vs. SBF-fed Titan mice (Fig. 6e).

Finally, we investigated the impact of the ERF diet on the lifespan of Titan and control mice. The ERF diet significantly increased the lifespan of Titan mice (log-rank test; for *p* = 0.0087, *χ*^2^ = 6.892 Titan mice and *p* = 0.162, *χ*^2^ = 1.955 for control mice) (Fig. 6f). ERF-fed Titan mice reached 10 and 50% death at 219 and 374 days, respectively, which is significantly longer than for the SBF-fed Titan mice (10% death at 125 days and 50% death at 325 days). In comparison, ERF-fed control mice reached 10% death at 377 days vs. 307 days for SBF-fed control mice. The average lifespan of ERF-fed Titan mice was 359.5 days, compared to 317.4 days for SBF-fed Titan mice (Supplementary Table 1).

Taken together, our results indicate that a late ERF intervention could, at least in part, revert the phenotypes of Titan mice associated with MUO and lifespan.

### Female mice display physical features of obesity and increased size

We have also evaluated several phenotypic features of female Titan mice. Titan females weigh significantly more than female control mice (Supplementary Fig. 9a), display a higher percentage of intra-abdominal fat (Supplementary Fig. 9b) and increased plasma leptin levels (Supplementary Fig. 9c), but without alterations in adiponectin (Supplementary Fig. 9d). Surprisingly, we observe no changes in most mRNA levels of selected genes that were altered in Titan males (Supplementary Fig. 9e). Nonetheless, the ERF regime caused a significant weight loss (Supplementary Fig. 9f) but a non-significant decrease in fat percentage (Supplementary Fig. 9g) or changes in leptin and adiponectin levels (Supplementary Fig. 9h). Lastly, in contrast to males, ERF caused no significant alterations in the levels of selected genes in females Titan mice (Supplementary Fig. 9i). Further detailed work is needed to better characterize the female phenotype.

### Late dietary intervention at 12 weeks of age alters the gut microbiome of male and female Titan mice

As diet has a role in determining the composition of the gut microbiome^42^, we characterized the impact of ERF diet on the distribution of the microbiome in cecum digesta of male and female Titan. On the genus level, we found that 14 (males) and 18 (females) microbial taxa were significantly altered in ERF vs. SBF Titan mice. Notably on the genus levels, ten taxa were altered in a similar fashion in males and females. For example, the relative abundance of *Lactobacillus* and *Lachnospiraceae* UCG-001/ge was substantially reduced, while *Candidatus Soleaferrea* and genera of the *Eggerthellaceae* were increased upon ERF diet (Supplementary Fig. 10 and Supplementary Data 7).

## Discussion

In this study, we provide several links between Titan mice’s genotype and their unique phenotypes. GO enrichment of RDD highlighted genetic variability associated with genes involved in multiple pathways including metabolic regulation and growth control. Similarly, RDD genes involved in skin differentiation correlated with our observation that Titan mice display a thicker dermis than control mice, which is in line with previous data linking increased BMI with thicker skin^33^. Several RDD genes linked to immune regulation and inflammation (notably *Stat3* and *Stat5* family members) were also identified^43^, in correlation with Titan mice's immune and inflammatory phenotype. For example, Titan mice show signs of systemic inflammation, such as high plasma levels of IL-6 and TNFα coupled with thymic medullary hyperplasia. Besides being associated with the initiation and progression of multiple diseases^44,45^, elevated circulating IL-6 and TNFα were documented in obese mice and humans^46,47^. Supporting this finding, several mouse models of obesity revealed increased accumulation of macrophages in the liver^48,49^ or in adipose tissue^50^. Increased tissue inflammation in Titan mice might contribute to tissue damage^40^. Notably, one identified RDD contained the *Hcrt* gene, which is a hypothalamic neuropeptide that can regulate feeding behavior and metabolic homeostasis^51,52^. While we did not evaluate gene expression levels in the brain area that may account for metabolic alterations in the Titan mice, we observed a significant reduction of *Hcrtr2* in the liver.

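Reads on *Hcrtr2* in liver were few at 19–21 weeks as well. The 5 controls of this age had 12 reads in total in 3 mice, and the 5 Titan mice had 5 reads in total in 4 mice. Controls averaged 0.1692 CPM, below the floor of 0.3147 CPM in 19–21-week-old Titan mice, so no fold change is given. Without the filter on low counts the adjusted p at 19–21 weeks was 0.642, and a difference was not detectable at this depth. The gene of the ligand, *Hcrt* (ENSMUSG00000045471, chromosome 11, 100761069 to 100762931), had 0 reads in all 20 livers. With a floor of 3 reads, the depth of the libraries can show values above 0.208 CPM in 11-week-old controls and 0.267 CPM in 19–21-week-old controls.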

*Kat2a*, which encodes the histone acetyltransferase GCN5, was also part of an RDD specific to Titan mice and is involved in metabolic regulation^35^. An increase in H4K5 acetylation in the liver of Titan mice suggests a possible causal link between the two phenotypes^36^. However, we did not detect significant changes in the expression level of *Kat2a* in the liver of Titan mice. 

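*Kat2a* (ENSMUSG00000020918, chromosome 11, 100704746 to 100712465) averaged 16.5 ± 1.65 CPM in 11-week-old Titan mice and 19.6 ± 2.575 CPM in controls (SD, n = 5 each), a log2 fold change of -0.24 (standard error 0.10, adjusted p = 0.0944). In the older mice it averaged 18.4 ± 1.86 and 19.3 ± 0.7996 CPM, a log2 fold change of -0.06 (standard error 0.10, adjusted p = 0.736). The groups overlapped at both ages. The adjusted p lay between 0.0942 and 0.261 over the alternatives at 11 weeks. It was 0.0218 in the fit without control mouse 2, 1 of the 10 fits that left out one mouse, and the log2 fold change lay between -0.31 and -0.20 over these fits.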

Although it is unlikely that changes in H4K5 acetylation are the consequence of changes in *Kat2a* expression, we cannot exclude that they are related to changes in *Kat2a* enzymatic activity or to alterations in other GCN5-related genes. Additional investigations will be necessary to address this question and further assess alterations in expression and activity of histone acetyltransferases in Titan mice, in correlation with changes in histone acetylation levels.

Notably, F1 hybrids show intermediate body weight and fat percentage, histone 4 acetylation levels, and lifespan. The intermediate phenotype appears to be independent of the mother’s genotype (control or Titan), thus demonstrating a weaker link between maternal inheritance and weight or fat levels. Further analyses of F2 hybrids are required to link specific genes to the particular phenotypes of the Titan mice described in this study^4,53^.

Previous research at earlier generations suggested that Titan mice display benign obesity (MHO) without additional comorbidities^5^. In contrast, we now show that current generations of the Titan mice indeed exhibit detrimental obesity, including several hallmarks that are attributed to MetS, such as increased fat deposition in tissues, high plasma levels of fasting triglycerides, fasting cholesterol, FGF21^19,20,54^, and insulin^16,55^, as well as early signs of heart fibrosis^21^. Titan mice also showed whitening of BAT, and ectopic fat in the pancreas, both linked to obesity and MetS^22,56^. Increased pancreatic fat might have implications for the onset of type 2 diabetes^57^, which is frequently associated with insulin resistance. Importantly, obesity is known to be associated with reduced life expectancy and various conditions related to aging, such as inflammation^58–63^. Indeed, we found that Titan mice exhibited a shorter lifespan compared to control mice, which is in line with a recent study showing that female Titan mice show a reduced lifetime fecundity compared to the unselected control mice^64^.

Alterations in hepatic function were evidenced by epigenomic, transcriptomic, and proteomic changes detected in the liver of Titan mice. Genes and proteins involved in lipid metabolism and biosynthesis were consistently upregulated in Titan compared to control mice, which might account for the high plasma levels of cholesterol and fasting triglycerides observed in this model. 

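For the lipid synthesis gene *Fasn* (ENSMUSG00000025153, chromosome 11, 120805846 to 120824547), 11-week-old Titan mice had 2667 ± 1031 CPM and controls 910.4 ± 390.4 CPM (SD, n = 5 each), a log2 fold change of 1.55 (standard error 0.35, adjusted p = 0.00401) without overlap. The older groups overlapped, with 880.5 ± 311 CPM in Titan mice and 1223 ± 467 CPM in controls, a log2 fold change of -0.47 (standard error 0.34, adjusted p = 0.419). *Acsl5* (ENSMUSG00000024981, chromosome 19, 55251938 to 55297720) changed by 0.22 (standard error 0.15, adjusted p = 0.348) at 11 weeks and by -0.54 (standard error 0.15, adjusted p = 0.02455) at 19–21 weeks. *Idh1* (ENSMUSG00000025950, chromosome 1, 65158616 to 65186500) changed by 0.18 (standard error 0.11, adjusted p = 0.279) and -0.08 (standard error 0.11, adjusted p = 0.689), at the 2 ages in turn. At 19–21 weeks *Mtor* changed by 0.25 (standard error 0.15, adjusted p = 0.340), *Elovl5* by -0.27 (standard error 0.23, adjusted p = 0.511), *Elovl6* by -0.54 (standard error 0.36, adjusted p = 0.384) and *Acaca* by -0.25 (standard error 0.20, adjusted p = 0.476), and the groups overlapped for each. The change between the ages in Titan minus that in controls was -2.02 (standard error 0.49, adjusted p = 0.178) for *Fasn*, -2.55 (standard error 0.52, adjusted p = 0.0905) for *Elovl6*, -1.43 (standard error 0.28, adjusted p = 0.0905) for *Acaca*, -1.19 (standard error 0.32, adjusted p = 0.216) for *Elovl5* and -0.76 (standard error 0.21, adjusted p = 0.216) for *Acsl5*. Adjusted over the genes named in the paper alone, these interactions had p values of 0.00265, 0.000605, 0.000605, 0.00589 and 0.00589, and that of *Mtor* 0.215. The paper names *Acaca*, *Elovl5* and *Elovl6* from these same libraries. The genes compared between the ages were chosen after values had been seen. This narrower adjustment thus shows no difference between the lines by itself.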

On the other hand, compared to controls, Titan mice exhibited several downregulated genes and proteins associated such as cytochrome P450. These downregulations might indicate altered endogenous metabolite metabolism^65^, increased liver inflammation^66,67^, and/or a generally reduced capacity to deal with toxic compounds in the liver. 

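At 19–21 weeks, 13 of the 66 tested cytochrome P450 genes were downregulated in Titan mice and 4 were upregulated (*Cyp1b1*, *Cyp2c39*, *Cyp3a13* and *Cyp4f13*, named after their values were seen). Adjusted over these genes alone, 15 were downregulated and 4 upregulated. The odds ratio of downregulated genes against the other tested genes was 4.85 (two-sided Fisher's exact test, p = 1.5e-05). The median log2 fold change was -0.11, and between -0.13 and -0.10 over the alternatives. The 65 genes with more than 3 reads in at least 1 mouse of each group ranged from -2.99 to 2.22. Between 10 and 14 genes were downregulated over the other settings and between 11 and 14 with each mouse left out. Of the genes, 9 were downregulated at both ages. None of the 66 interactions of line and age passed the threshold, and 27 had an unadjusted p under 0.05. *Cyp2c37* had 18.6 ± 7.84 CPM in 19–21-week-old Titan mice and 95.8 ± 18.9 CPM in controls (SD, n = 5 each), a log2 fold change of -2.38 (standard error 0.34, adjusted p = 0.000160). *Cyp2a12* (ENSMUSG00000060407, chromosome 7, 27029081 to 27037375) had 78.2 ± 64.5 and 361 ± 94.2 CPM, a log2 fold change of -2.20 (standard error 0.32, adjusted p = 0.000199), and *Cyp2c55* (ENSMUSG00000025002, chromosome 19, 39007019 to 39042693) had 2.20 ± 0.764 and 17.5 ± 8.15 CPM, a log2 fold change of -2.97 (standard error 0.46, adjusted p = 0.000345). The groups did not overlap for these 3 genes. Among 10000 random lists of tested genes with matched expression, none at 11 weeks had a lower median than this family (percentile 0), and 0.75% did at 19–21 weeks.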

Xenobiotic metabolism strongly impacts the ability of the organism to maintain homeostasis and cope with disease^68^, which may contribute to the increased morbidity of these mice. Also, Titan mice showed a reduced expression of genes related to the folate cycle and its downstream effectors, such as *Ahcy*, *Gsta* family, *Gnmt*, and *Cth*. Such genes were also shown to be downregulated in the mouse liver upon a high-fat diet^24^. Similarly, genes involved in mitochondrial organization and function were downregulated in 19–21-week-old Titan mice, which may hint toward altered mitochondrial activity in older Titan mice^61^. 

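*Ahcy* (ENSMUSG00000027597, chromosome 2, 155059310 to 155074497) averaged 60.0 ± 18.6 CPM in 11-week-old Titan mice and 115 ± 38.8 CPM in controls (SD, n = 5 each), a log2 fold change of -0.95 (standard error 0.40, adjusted p = 0.117). The groups did not overlap, and the adjusted p lay between 0.0351 and 0.166 over the alternatives, past the threshold when the 11-week-old mice were fitted alone. In the older mice *Ahcy* had 74.85 ± 53.9 and 117.3 ± 28.15 CPM, a log2 fold change of -0.65 (standard error 0.39, adjusted p = 0.3315), with overlap. *Gsta2* (ENSMUSG00000057933, chromosome 9, 78331018 to 78355788) averaged 3.35 ± 0.608 CPM in Titan mice and 15.1 ± 5.055 CPM in controls at 11 weeks. Its log2 fold changes were -2.19 (standard error 0.30, adjusted p = 3.8e-05) at 11 weeks and -1.82 (standard error 0.29, adjusted p = 0.000483) at 19–21 weeks. *Gsta4* (ENSMUSG00000032348, chromosome 9, 78182774 to 78209349) changed by -0.55 (standard error 0.11, adjusted p = 0.00147) and -0.58 (standard error 0.11, adjusted p = 0.00219). Neither *Gsta2* nor *Gsta4* overlapped between Titan and control mice at either age. *Gsta1* (ENSMUSG00000074183, chromosome 9, 78230656 to 78242684) changed by -1.45 (standard error 0.53, adjusted p = 0.0741) and -1.21 (standard error 0.53, adjusted p = 0.166), and *Gsta3* (ENSMUSG00000025934, chromosome 1, 21240589 to 21265661) by -0.05 (standard error 0.12, adjusted p = 0.842) and 0.03 (standard error 0.12, adjusted p = 0.910), with overlap. *Gsta1* and *Gsta2* are close paralogs, and reads common to both are not in the counts. For the older mice, the log2 fold change of *Cth* was -0.84 (standard error 0.13, adjusted p = 0.0002835) and that of *Dmgdh* was -0.48 (standard error 0.11, adjusted p = 0.0109), without overlap. *Bhmt* changed by -0.52 (standard error 0.23, adjusted p = 0.165) and *Gnmt* by -0.35 (standard error 0.14, adjusted p = 0.126), with overlap. The interaction of line and age did not pass the threshold over all genes for *Bhmt* (adjusted p = 0.4195), *Gnmt* (0.903) or *Cth* (0.573).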

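For the 52 respiratory complex assembly genes, 5 were downregulated and 3 upregulated in Titan mice at 11 weeks. The odds ratio of downregulated genes was 1.28 (two-sided Fisher's exact test, p = 0.597). The median log2 fold change was -0.0758, and between -0.0787 and -0.0550 over the alternatives. Of the genes downregulated at 19–21 weeks, 3 were also downregulated at 11 weeks. The age effect differed between Titan mice and controls for 0 of the 52 genes at the threshold and for 6 at an unadjusted p under 0.05, so a difference between the ages was not shown for single genes. The median of the 52 genes lay at percentile 7.98 of 10000 random lists of genes with matched expression at 11 weeks and at percentile 0 at 19–21 weeks. With each mouse left out in turn, between 6 and 8 of the genes were downregulated at 19–21 weeks.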

Altogether, these findings suggest an altered liver metabolism in Titan compared to control mice, along with their obese phenotype and shorter lifespan.

Interestingly, the liver of Titan mice showed overall decreased histone 4 acetylation at the 4–17 motif, specifically histone acetylation motifs such as H4K16 and H4K12K16 acetylation, which is in correlation with a reduction in the expression of acetyl-CoA synthases (*Accs2* and *Pdhx*) which may imply reduced acetyl-CoA availability. This could underlie the general alteration in histone acetylation levels^41,69^ and might also link this epigenetics phenotype to lifespan regulation^70,71^.

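*Pdhx* (ENSMUSG00000010914, chromosome 2, 103021075 to 103073513) averaged 34.9 ± 5.06 CPM in 19–21-week-old Titan mice and 44.6 ± 5.51 CPM in controls (SD, n = 5 each), a log2 fold change of -0.36 (standard error 0.12, adjusted p = 0.0578). At 11 weeks it averaged 41.0 ± 4.66 and 43.9 ± 6.10 CPM, a log2 fold change of -0.10 (standard error 0.11, adjusted p = 0.628). The groups overlapped at both ages. The adjusted p at 19–21 weeks lay between 0.0421 and 0.08525 over the alternatives and passed the threshold with DESeq2. For *Acss2*, the change between the ages in Titan mice was -0.40 (standard error 0.30, adjusted p = 0.5615), and its difference from the change in controls was -0.35 (standard error 0.43, adjusted p = 0.879).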

Our data support the notion that Titan mice are a potential translational model, as ERF feeding introduced at 12 weeks of age could partially reverse the phenotypes associated with obesity, lifespan, and histone 4 acetylation patterns. Notably, intra-abdominal fat was reduced at 21 weeks and plasma levels of leptin, glycerol, and NEFA, which are linked to obesity^16,17,72,73^, were decreased in ERF-fed male Titan mice. This phenotype improvement is reminiscent of other time-restricted fasting animal models or patients with MetS^74^. ERF feeding seems to specifically increase levels of the poly-acetylated histone 4 motif, including K12K16 acetylation. These modifications might impact transcriptional regulation important for mediating the benefits of a healthy diet in obese animals and maybe novel therapeutic targets to treat obesity. In line with these data, we also found that ERF feeding partially reversed the expression pattern of key metabolic enzymes (e.g., *Dmdgh, Gnmt, Cth,* and *Cyp2c37*) in the liver^24^. Several of these genes were implicated in mediating the benefits of caloric restriction^75–77^. For example, CTH (CGL) affects the dietary restriction response in mice via H_2_S production^78^. Similarly, feed intake restriction increases GNMT levels, promotes energy homeostasis, and increases a healthy lifespan^77,79^. Of note, the ERF feeding caused alterations in the abundance of various microbial genera that have been implicated in diet and health. For example, ERF decreases several *Lachnospiraceae* genus while a recent study showed that intestinal colonization of a *Lachnospiraceae* strain in ob/ob mice caused an increase in fasting plasma glucose, adipose tissue, and overall weight^80^. Altogether, our data demonstrate that Titan mice are responsive to diet intervention, and thus may represent a suitable translational mouse model to assess the impact of diet, microbiome, or other therapeutic interventions on manifestations of obesity^16,29,81^.

While our study focused on characterizing male Titan mice, we also provide a basic characterization of Titan females. Although female Titan mice are large, obese, and display high levels of leptin, our initial data suggest molecular sexual dimorphism. We conclude that more work is needed, e.g., including survival assessment, organ histology, or transcriptome analysis, to thoroughly characterize the females.

The polygenetic Titan mouse model may present several advantages over other currently used mouse models of unhealthy obesity. Notably, no further genetic alterations or elimination of regulatory genes are needed to achieve the obesity phenotype in Titan mice. Most genetic rodent models of obesity are based on the disruption of the leptin signaling pathway. This is true for both mice (leptin-deficient ob/ob, leptin receptor-deficient db/db, or POUND C57BL/6NCrl-Lepr db-lb/Crl) and rats (Zucker Diabetic Fatty, DahlS.Z-Lepr^fa^/Lepr^fa^ -DS/obese- and Koletsky rats carrying a nonsense mutation in the leptin receptor)^16,81,82^. Interestingly, other rodent obesity models, such as the UCD-T2DM rat harboring pancreatic defects and the inbred polygenic New Zealand mouse^83^, possess intact leptin signaling. A major disadvantage of some of these rodent models is that they do not closely reflect human obesity, which is multifactorial and not always affecting leptin signaling, thus rendering it difficult to translate findings in these rodents to human patients. Another advantage of the Titan mice, notably when studying the impact of obesity on the lifespan phenotype, is that ERF diet intervention could be already assessed in 4–5 months with Titan mice, whereas a similar intervention would take much longer in other mouse models^29^

In conclusion, the Titan mouse line represents a significant scientific achievement in breeding of mice and is one of the biggest laboratory mouse lines ever described. The detailed genomic, epigenetic, and phenotypic analyses described here strongly support the Titan line as a relevant model to study various aspects of interventions in unhealthy obesity. We propose a working model which integrates our data and illustrates the various alterations that accompanied the selection of the Titan mice (Fig. 7). Thus, the present phenotypic analysis provides a solid basis for further characterization of the Titan mouse model as a novel tool for studying and potentially developing pharmaceutical interventions targeting obesity and associated disorders.

**Fig. 7:**
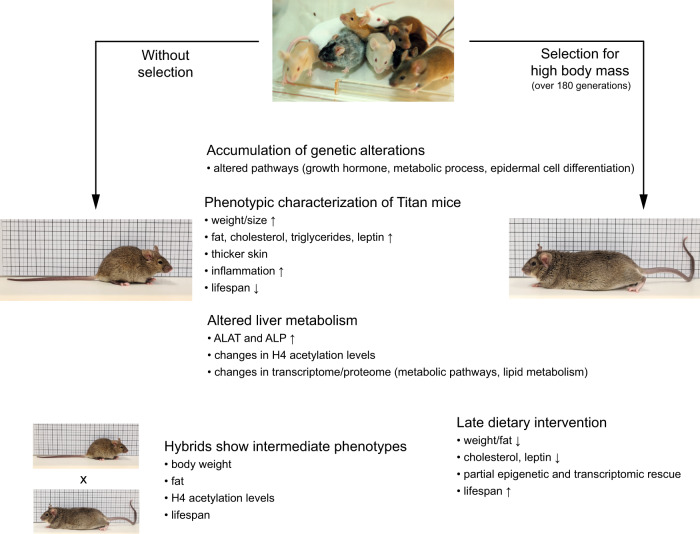
Accumulation of genetic, epigenetic, and physiological alterations during the selection process of Titan mice. Working model of the selection process for body mass over 180 generations in Titan animals. The long selection process resulted in the accumulation of genetic and epigenetic alterations that caused a shift in the transcriptome and proteome, ultimately leading to alterations in metabolic processes such as lipid metabolism. The selection resulted in morphological changes in various tissues such as fat, pancreas, thymus, heart, brain, and skin. These overall changes resulted in giant and extremely obese mice, while unselected mice stemming retained similar characteristics compared to the original mouse colony.

## Methods

### Animals and housing conditions

All procedures were performed in accordance with national and international guidelines and ethically approved by our own institutional board (Animal Protection Board from the Leibniz Institute for Farm Animal Biology (FBN)). At the German Mouse Clinic (GMC), mice were maintained in individually ventilated cages with water and standard mouse chow according to the directive 2010/63/EU, German laws, and GMC housing conditions (www.mouseclinic.de). All tests were approved by the responsible authority of the district government of Upper Bavaria, Germany.

At the FBN, the animals were maintained in a specific pathogen-free (SPF) environment with defined hygienic conditions at a temperature of 22.5 ± 0.2 °C, at least 40% humidity and a controlled light regime with a 12:12 h light-dark cycle. The mice were kept in polysulfone-cages of 365 × 207 × 140 mm (H-Temp PSU, Type II L, Eurostandard, Tecniplast, Germany) and had free access to pellet feed and water. Mice were fed ad libitum using a SBF (gross energy (GE) = 16.7 MJ kg^−1^, metabolizable energy (ME) = 14.0 MJ kg^−1^, Supplementary Table 2) including 12% fat, 27% protein, and 61% carbohydrates (ssniff^®^ M-Z autoclavable, Soest, V1124-300, Germany).

For the energy-reduced survival experiment, the mice were fed with a mouse maintenance ERF (GE = 15.7 MJ kg^−1^, ME = 11.7 MJ kg^−1^, Supplementary Table 2) characterized by a low energy density and high fiber content including 10% fat, 21% protein, and 69% carbohydrates (ssniff^®^ M-H autoclavable, Soest, V1574-300, Germany). Mice were placed under the ERF diet starting at 12 weeks of age.

In both control and Titan lines, the litter size was standardized to 10 (5 male/5 female pups) immediately after birth until weaning at the age of 21 days. At this age, males of different litters were grouped in a cage with three animals per cage. The first survival experiment was done with *n* = 104 Titan males from generation 181 and *n* = 96 control males originating from generation 192. The second survival experiment under the ERF diet started with *n* = 103 Titan and *n* = 102 control males, one generation later. Additionally, 27 Titan male full sibling pairs of generation 183 were divided into two contemporaneous groups and were fed with SBF or ERF after 12 weeks of age to generate the samples to analyze metabolic parameters. Individual weights of all animals were taken regularly every three weeks, starting with the age of 21 days. Hybrid mice were generated by crossing unselected control mice to Titan mice (Titan mother × control father or control mother × Titan father).

During the survival experiments, all included mice were observed daily for their health condition. If physical impairments were detected, which would cause considerable suffering or substantial pain to the animals, they were sacrificed, and such incidents were documented accordingly.

### Origin of the growth-selected and the control strains

We used mice of an unselected strain (FZTDU) as control and a strain selected for high body mass at day 42 of age (DU6/Titan), both bred at the Leibniz Institute of Farm Animal Biology (FBN), Dummerstorf, Germany.

The initial population of mice (FZTDU) was created in 1969/1970 by crossing four outbred (NMRI orig., Han:NMRI, Han:CFW, Han:CF1) and four inbreds (CBA/Bln, AB/Bln, C57BL/Bln, and XVII/Bln) populations^7^. Mice of the control line FZTDU used in this experiment were mated randomly over about 192 generations with a population size of 100 to 200 mating pairs per generation, respectively. Four generations of the control line are generated yearly using a rotation procedure of Poiley (1960) to avoid inbreeding^84^.

The growth selection started in 1975, thus creating the Dummerstorf growth line DU6 (Titan) by selecting for high body mass by sib selection in a conventional environment. In every generation, four generations per year, 60–80 mating pairs were mated at the age of 63 ± 3 days^8,9^. The selection procedure as described above was maintained for 153 generations. Only seven males and seven females of the DU6 line belonging to generations 154 and 155 (the year 2011–2012), respectively, were used as new founder animals after an embryo transfer in a newly built animal facility. Of note, in 2011/2012, the Titan mouse lines (generations 154 and 155) were transferred into a new state-of-the-art pathogen-free animal facility and their diet composition changed at that point^12^. Over the entire term of the following five generations, the new breeding population of at least 60 pairs of Titan DU6 mice was established^9^, taking care of an equal distribution of the alleles of the 14 founder animals. In opposition to the former sib selection in generation number 161, breeding value estimation started introducing a two-trait BLUP (Best Linear Unbiased Prediction) animal model for male and female body mass. The raising inbreeding coefficient in the selection line was then controlled by the “Optimal Genetic Contributions to the Next Generations” method of Meuwissen^85^.

### German mouse clinic

Importantly, because Titan mice are not inbred, we increased the number of animals from 15 (standard GMC animal number per group and sex for inbred mice) to 20, using only males.

Two cohorts of 20 Titan and 20 control FZTDU male mice were subjected to an extensive phenotypic screening at the GMC, including standardized phenotyping, e.g., in the areas of energy metabolism, clinical chemistry, and pathology^86^ (see also www.mouseclinic.de). Measurements were taken from weeks 11 to 21. The phenotypic tests were part of the GMC screening and performed according to the standardized protocol as described before^87–89^. Variations in protocols are specified.

Animal numbers varied depending on the test performed, as indicated in the respective figure or table.

Plasma clinical chemistry analyses included determining blood lipid and glucose levels on freshly collected Li-heparin-plasma samples collected after overnight feed withdrawal and measuring a broad spectrum of parameters including ALAT and ALP activity, urea, and bilirubin levels in samples collected in ad libitum fed state during the final blood withdrawal. Analyses were performed using an AU480 clinical chemistry analyzer (Beckman-Coulter, Germany). Samples collected during final blood withdrawal were frozen and stored at −80 °C until the day of analysis.

The IL-6, TNFα, Insulin, leptin, and FGF21 plasma levels were determined with a combined electrochemiluminescence multiplexed assay system (Meso Scale Discovery, MSD, Rockville, MD USA). Serum adiponectin and leptin were also measured using standard ELISA according to the manufacturer’s instructions (mouse Adiponectin ELISA, MRP300, R&D Systems; mouse Leptin ELISA, #900300, Crystal Chem).

X-ray imaging was performed in an UltraFocus DXA system (Faxitron Bioptics, LLC) with automatic exposure control.

The macroscopic examination was performed in combination with histopathological analyses using H&E staining on formalin-fixed paraffin-embedded sections (3 µm) of tissues from 29 organs as described in www.mouseclinic.de/screens/pathology. Immunohistochemistry was carried out in a Leica Bond III (Leica Biosystems) automatic stainer. Heat-induced antigen retrieval was performed with citrate buffer (pH 6) for 30 min (AR9961; Bond TM Epitope Retrieval Solution; Leica Biosystems) in 2-μm-thick sections. For the identification of specific cells in the thymus, antibodies against CD3 (Clone SP7; ZYT-RBG024; Zytomed systems) and CD45R/B220 (Clone RA3-6B2; 550286; BD Pharmingen) were employed and the staining was detected with DAB chromogen. The slides were scanned using a Hamamatsu NanoZoomer 2.0HT digital scanner and analyzed by two independent pathologists using NDP.view2 software (Hamamatsu Photonics).

### Analysis of genetic differentiation

The genomes of the Dummerstorf mouse lines were sequenced to conduct genomic analyses that included the detection of line-specific patterns of genetic differentiation with respect to the control line FZTDU^9^. This was done by averaging the per-SNP (single nucleotide polymorphism) genetic differentiation fixation index (Fst)^90^ in 50 kilobase pairs (kbp) windows (sliding window mode with size = 50 kbp and step = 25 kbp) containing at least ten SNPs using vcftools v0.1.13^91^. Per-window Fst scores were standardized into *z*-scores, in order to evaluate the data as deviations from the genomic mean (z-Fst). The X-chromosome was standardized separately. RDD were defined as highly differentiated windows in DU6 (top 15% of the z-Fst distribution) that also displayed low genetic differentiation (bottom 25% of the z-Fst distribution) in (a) all remaining lines or (b) the rest of the lines, except DU6P. Genes overlapping these windows were detected and employed for enrichment analysis using WebGestaltR^92^. Genomic regions around genes of interest were visualized with Gviz ^93^.

### Histone acetylation analysis

Histone acetylation analysis was done as previously described in refs. ^36,37,94^. Briefly, 25 mg of the liver was used for acid extraction of histones. The resuspended samples were loaded on gels and stained overnight followed by distaining with water. Gel pieces were processed for mass spectrometry analysis using heavy labeling of d6-deuterated acetic anhydride. Histone peptides were desalted using C18-StageTips, eluted in 80% acetonitrile and 0.25% trifluoracetic acid (TFA), vacuum concentrated, reconstituted in 25 µL of 0.1% TFA, and stored at 4 °C (short) or 20 °C (long).

Desalted peptides (5 µl) were injected and separated on an Ultimate 3000 RSLCnano (Thermo Fisher) with a gradient from 3–32% acetonitrile in 0.1% formic acid over 40 min at 400 nL min^−1^ in a 25 cm analytical Aurora C18 nanocolumn (75 μm ID 120 Å, 1.6 μm, Ion Opticks). The effluent from the HPLC was directly electrosprayed into a Q-Exactive HF instrument operated in data-dependent mode to automatically switch between full-scan MS and MS/MS acquisition. Survey full-scan MS spectra (from m/z 250–1600) were acquired with resolution 60,000 at m/z 400 (automatic gain control (AGC) target of 3 × 10^6^). The ten most intense peptide ions with charge states between 2 and 5 were sequentially isolated to a target value of 1 × 10^5^ and fragmented at 27% normalized collision energy. Typical mass spectrometric conditions were: spray voltage of 1.5 kV; no sheath and auxiliary gas flow; a heated capillary temperature of 250 °C; ion selection threshold of 33,000 counts.

Peak integration was performed with Skyline (Skyline-daily 64 bit, 4.2.1.19004) using doubly o triply charged MS1 precursor ions. Peaks were selected manually, and the integrated peak values (Area) were exported as .csv file for further calculations. After peak integration, the data summarization and statistical analysis were performed in Excel and R^36^.

### Staining of triglycerides in liver tissues

Liver tissue samples embedded in Tissue Tek (Weckert, Kitzingen, Germany) were cryosectioned (8-μm-thick) using a Leica CM3050 S (Leica, Bensheim, Germany) cryostat microtome. After fixation in 4% paraformaldehyde in phosphate-buffered saline for 1 min at room temperature, the slides were stained in Oil Red O solution (1 mg ml^−1^; #A12989, Alfa Aesar, Karlsruhe, Germany) in 60% isopropanol for 10 min and then washed three times in distilled water. The slides were further stained in hematoxylin for 5 min and washed for 3 min in fresh tap water before embedding with Aquatex (Roth, Germany) and dried overnight. The staining of the triglycerides was visualized with a Nikon Microphot-Fxa microscope (Nikon Instruments Europe B.V., The Netherlands) and an image analysis system (Nikon Digital Sight, DS-L2).

### RNAseq

For RNA extraction and library preparation, 50 mg of tissues (liver) were homogenized in Trizol (Thermo Fisher; cat. no. 15596026) and processed according to the manufacturer’s instructions. RNA concentration and A_260/280_ ratio were measured with NanoDrop, followed by Bioanalyzer using RNA pico assay kit according to the manufacturer’s protocol. rRNA depletion was performed using NEBNext rRNA Depletion Kit (Human/Mouse/Rat, NEB #E6310) and library preparation for RNAseq was performed using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB #E7760) following the manufacturer’s protocol. Libraries were sequenced on an Illumina HiSeq 1500 instrument at the Laboratory of Functional Genomic Analysis (LAFUGA, Gene Center Munich, LMU).

For RNAseq data analysis, read mapping of mouse tissue samples to the mouse genome (GRCm38) and counting of reads mapped to genes were performed using STAR v2.5.3a^95^ using parameters–quantMode GeneCounts and providing annotation –sjdbGTFfile Mus_musculus.GRCm38.97.gtf. Aligned reads were filtered for unmapped, multi-mapped, and ambiguous reads. Reads from histones and Y chromosomes were removed. Reads were also filtered if they had low read counts in at least two samples. Differential expression analysis was carried out using DESeq2 v1.24.0^96^ at an adjusted *p* value cut-off of 0.05. GO term analysis was performed using ClusterProfiler v3.12.0^97^ at a false discovery rate (FDR) of 0.05 using the Benjamini–Hochberg procedure and with a log fold change cut-off of 0.5. GO terms containing at least a minimum of ten genes were considered.

All the plots generated for RNAseq data were obtained using ggplot2 v3.2.1^98^ unless otherwise stated. For heatmaps and Venn diagram for RNAseq and proteomics data, pheatmap v1.0.12 (Kolde, R. (2013). pheatmap: Pretty Heatmaps. R package version 0.7.7. http://CRAN.R-project.org/package=pheatmap) was used respectively with genes or proteins passing the adjusted *p* value significance of 0.05.

### Proteomics

The proteome protocol was adapted from refs. ^94,99^ with the following modifications. A total of 200 mg of frozen mice liver was homogenized in 500 µl lysis buffer (50 mM Tris-HCl pH 7.5, 500 mM NaCl, 1 ml EDTA, 0.1% NP-40 and 20% glycerol, 15 mM sodium butyrate, 60 mM of sirtinol and one protease inhibitor tablet by Roche) and then supplemented with 200 µl 6 M urea, 2 M thiourea, and 900 µl lysis buffer. To reduce disulfide bonds, samples were treated with 1 mM dithiothreitol for 45 min at 4 °C, followed by treatment with 550 mM indole-3-acetic acid for 30 min at 4 °C in the dark. About 1 M ammonium bicarbonate (Ambic) was added to the samples to get a final concentration of 1 M urea. The proteins were digested for 5 h with Lys-C (Wako) at room temperature and overnight with trypsin (Worthington). Samples were acidified and diluted with TFA to a final concentration of 1% TFA before being loaded on the Sep-Pak Light C18 cartridges (Waters). Columns were washed with 0.1% TFA and eluted with 60% acetonitrile (ACN) with 0.25% TFA. The eluates were dried out by a speed vacuum. The pellets were re-dissolved in buffer (50 mM Hepes pH 8.0 and 50 mM NaCl) and the protein concentration was measured by Nanodrop.

LC-MS/MS measurements were performed on an Ultimate 3000 RSLCnano system coupled to a Q-Exactive HF-X mass spectrometer (Thermo Fisher Scientific). For full proteome analyses, ~0.25 µg of peptides were delivered to a trap column (ReproSil-pur C18-AQ, 5 μm, Dr. Maisch, 20 mm × 75 μm, self-packed) at a flow rate of 5 μL min^−1^ in 100% solvent A (0.1% formic acid in HPLC grade water). After 10 min of loading, peptides were transferred to an analytical column (ReproSil Gold C18-AQ, 3 μm, Dr. Maisch, 450 mm × 75 μm, self-packed) and separated using a 110 min gradient from 4 to 32% of solvent B (0.1% formic acid in acetonitrile and 5% (v/v) dimethyl sulfoxide (DMSO)) at 300 nL min^−1^ flow rate. Both nanoLC solvents (solvent A = 0.1% formic acid in HPLC grade water and 5% (v/v) DMSO) contained 5% DMSO to boost MS intensity.

The Q-Exactive HF-X mass spectrometer was operated in the data-dependent acquisition and positive ionization mode. MS1 spectra (360–1300 m/z) were recorded at a resolution of 60,000 using an AGC target value of 3e6 and a maximum injection time of 45 msec. Up to 18 peptide precursors were selected for fragmentation in the case of the full proteome analyses. Only precursors with charge states 2 to 6 were selected and dynamic exclusion of 30 s was enabled. Peptide fragmentation was performed using higher energy collision-induced dissociation and normalized collision energy of 26%. The precursor isolation window width was set to 1.3 m/z. MS2 resolution was 15,000 with (AGC) target value of 1e^5^ and a maximum injection time of 25 ms (full proteome).

Peptide identification and quantification were performed using MaxQuant (version 1.6.3.4) with its built-in search engine Andromeda^100,101^. MS2 spectra were searched against the Uniprot *Mus musculus* proteome database (UP000000589, 54,208 protein entries, downloaded 22.3.2019) supplemented with common contaminants (built-in option in MaxQuant). Trypsin/P was specified as the proteolytic enzyme. The precursor tolerance was set to 4.5 ppm, and fragment ion tolerance to 20 ppm. Results were adjusted to 1% FDR on peptide spectrum match level and protein level employing a target-decoy approach using reversed protein sequences. The minimal peptide length was defined as seven amino acids, the “match-between-run” function was disabled. For full proteome analyses, carbamidomethylated cysteine was set as fixed modification and oxidation of methionine and N-terminal protein acetylation as variable modifications.

For the statistical analysis of the proteomics data, six biological replicates were measured in young and old Titan as well as young and old control mice. Protein abundances were calculated using the LFQ (label-free quantification) algorithm from MaxQuant^102^. Before further downstream analyses, protein LFQ values were logarithm (base 10) transformed. Next, Limma^103^ was used to identify the differentially expressed proteins between young control vs. young Titan mice; young control vs. old control mice; young Titan vs. old Titan mice, and old control vs. old Titan mice. The resulting *p* values were adjusted by the Benjamini–Hochberg algorithm^104^ to control the FDR. The differential analyses were performed on proteins that were identified in at least four out of six biological replicate samples in both groups under comparison.

Gene set annotations were downloaded from MSigDB^105^, including the GO annotation (C5 category) and pathway annotation (C2 category). The gene IDs of differentially expressed proteins were mapped to the gene set annotations. The significance of over-representation was evaluated using Fisher’s exact test.

### Total RNA extraction

RNA extraction was prepared from 30 mg of deep-frozen liver tissue. The tissue was homogenized in 1 mL TRItidy G™ (Applichem) via pestle and incubated at room temperature for 5 min After the addition of 200 µL chloroform the sample was mixed 15 s with the Vortex and again incubated for 2 min at room temperature with the following centrifugation step with 12,000 × *g* at 4 °C for 15 min The aqueous phase was filled in a new vial and mixed with 500 µL −20 °C isopropanol and incubated 10 min at −20 °C. For pelletization, the sample was centrifuged at 8000 × *g*, 4 °C for 10 min and the supernatant was discarded. Two wash steps with 1 mL of 70% ethanol at −20 °C were followed. The clean pellet was air-dried and dissolved in 100 µL nuclease-free water. RNA concentration was measured with NanoDrop 2000.

### Quantitative real-time PCR for male mice

About 800 ng RNA was taken for cDNA synthesis. The cDNA was generated using the SensiFAST™cDNA Synthesis Kit (Bioline). For the PCR reaction, the SensiFAST™SYBR^®^ No-Rox Kit (Bioline) was used. The cDNA amount in all reactions was 1.25 ng and the primer concentration was 4 pmol/µL. RT-PCR was performed using the Roche Lightcycler 96. The annealing temperature was 60 °C. The RT-PCR results were normalized to the levels of beta-actin. Each sample was measured using two technical replicates. Primers are listed in Supplementary Data 8.

### Quantitative real-time PCR for female mice

Prior to cDNA synthesis, 1 µg RNA was taken for DNase digestion. The digestion was performed according to the supplier guidelines (Thermo Scientific™ DNase I). For cDNA synthesis 1 µg DNase digested RNA was taken. The cDNA was generated using the SensiFAST™cDNA Synthesis Kit (Bioline). For the PCR reaction, the SensiFAST™SYBR^®^ No-Rox Kit (Bioline) was used. The cDNA concentration in all reactions was 1.25 ng and the primer concentration was 4 pmol/µL. RT-PCR was performed using the Roche Lightcycler 96. The annealing temperature was 60 °C. The RT-PCR results were normalized to the levels of beta-actin. Each sample was measured using two technical replicates.

### Microbiome analysis

The intestinal microbiome analysis comprised 20 females and 12 males from the DU6/Titan strain equally balanced for SBF and ERF. The feeding trial lasted from week 12 of age until slaughter at week 20 for the females and week 18 for the males. DNA extraction from 200 mg cecum digesta samples was performed using the DNeasy PowerLyzer PowerSoil Kit (QIAGEN, Hilden, Germany), including additional incubation steps at 70 °C and 95 °C for 10 min each and bead beating with the Precellys 24 Homogenizer (PEQLab Biotechnology GmbH, Darmstadt, Germany) to improve sample breakdown. After quantifying the DNA concentration with the Nanodrop 2000 for each sample, 25 ng of DNA were used to individually amplify the hypervariable region V4 of the 16S rRNA gene in duplicate by PCR. Therefore, primers were designed to contain 16S-specific sequences, 515´F (GTGBCAGCMGCCGCGGTAA) and 806R (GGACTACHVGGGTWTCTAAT), flow cell adapter sequences, and unique index sequences as previously described in refs. ^106,107^. The pooled replicates were purified using the SequalPrep normalization plate (Thermo Fisher Scientific, Darmstadt, Germany) and then combined in equal proportions. The amplicons were sequenced with the HiSeq 2500 (Illumina, San Diego, CA) in overlapping 250 bp reads. After the sequencing data were de-multiplexed according to the sample-specific index combinations, the mothur tool (version 1.47) was used for further processing^108^. The Silva database (release 138; https://www.arb-silva.de/) was used for sequence alignment, classification, and finally, annotation of operational taxonomic units (OTU) derived from clustering of sequences with ≥97% identity. Statistical analyses were performed with the R package DESeq2 to identify microbial taxa with varying abundance between the differently fed Titan mice^96^. For this purpose, very low abundant taxa were removed, thus keeping those that had at least 50 read counts in at least half of the samples. Using a negative binomial Wald test, the analysis was conducted for each sex separately with dietary treatment included as a fixed effect in the model. Differences at a Benjamini–Hochberg adjusted *p* value <0.05 were considered significant.

### Statistics and reproducibility

Unless stated otherwise in the RNAseq and proteomics experimental method, statistics and graphing were conducted on GraphPad Prism 9. In general, we test for normality prior to comparing with the *t-*test of MWU. Unpaired two‐tailed *t*‐tests with Welch’s correction (parametric) or MWU testing (non-parametric) were used for calculating the *p* values unless stated otherwise. For example, we used paired testing in Fig. 6 as siblings were compared. A multiple correction (FDR) was performed for SBF vs. ERF RT-PCR and plasma analysis. A *p* value ≤0.05 was used as the level of significance. Of note, no FDR was done for histone 4 analysis as all the modifications are calculated from a single ion.

Importantly, according to the GMC analysis outline, correction for multiple testing was not performed when analyzing the GMC dataset (See GMC website).

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary data 1

Supplementary data 2

Supplementary data 3

Supplementary data 4

Supplementary data 5

Supplementary data 6

Supplementary data 7

Supplementary data 8

Reporting Summary

## Data Availability

The proteomic raw data and MaxQuant search files have been deposited in the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository and can be accessed using the dataset identifier PXD019030. All RNAseq data have been deposited in GEO (https://www.ncbi.nlm.nih.gov/geo/) and are accessible under the GEO accession ID GSE150073.

# Supplementary material for: Dietary intervention improves health metrics and life expectancy of the genetically obese Titan mouse
**Source:** Commun Biol. 2022 May 3;5:408. doi: 10.1038/s42003-022-03339-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary data 1

**Description:** Unique RDD in Titan mice

**File name:** Supplementary data 2:

**Description:** Unique RDD in Titan mice excluding DU6P mice

**File name:** Supplementary data 3

**Description:** RNAseq significantly altered genes, 11 weeks

**File name:** Supplementary data 4

**Description:** RNAseq significantly altered genes, 19-21 weeks

**File name:** Supplementary data 5

**Description:** Proteome data for supplementary figure 8

**File name:** Supplementary data 6

**Description:** Raw data for plasma analysis for figure 6c

**File name:** Supplementary data 7

**Description:** Microbiome analysis of SBF vs ERF male and female mice

**File name:** Supplementary data 8

**Description:** Key resources and real time PCR primer sequences

How the deposited data were processed for this re-analysis (not part of the article)

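The data are liver RNA sequencing libraries of 20 male mice, 5 in each of 4 groups: control and Titan mice of 11 weeks and of 19–21 weeks. The sample titles give line and age, and the groups follow them. The replicate numbers in these titles were treated as pairs only in one alternative setting.

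The authors depleted rRNA, prepared directional libraries, sequenced them on an Illumina HiSeq instrument, mapped the reads to GRCm38 with STAR and deposited counts of reads per gene, with no normalization or filter. Each file lists 55573 gene IDs with counts over both strands and for each strand. Reads at several positions and reads on more than 1 gene are not in the counts. The strand with more reads on genes was used, which held 96.83% to 97.55% of strand-assigned reads. Of the gene IDs, 55480 have a symbol and position in GENCODE M21 and 22381 have an Entrez number. The 1562 genes of the Y chromosome and 109 histone genes were left out, as in the paper's methods. The paper's methods do not state the limit of its filter on low counts.

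Reads on genes per mouse ranged from 6794935 to 23295028, with a median of 12547300, and 18885 to 21894 genes had a read. Between 41.69% and 56.56% of all reads fell on genes, and the 10 genes with most reads took 17.92% to 28.11% of them. A group whose mice all had at most 3 reads was treated as at the floor, and its fold changes are given as lower bounds.

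Counts were analysed with edgeR 4.0.16 in R 4.3.3, with the default filter of filterByExpr (13783 genes kept), TMM normalization and quasi-likelihood F tests in one fit of the 4 groups without covariates. Adjusted p values for genes are those of these two-sided edgeR tests with Benjamini–Hochberg adjustment over all tested genes, at a threshold of 0.05. The standard error is the size of the log2 fold change divided by the square root of F. The comparisons were Titan against control at each age, 19–21 against 11 weeks in each line, and the difference of the age effects between the lines (interaction). The PCA used log2 CPM with a prior count of 2 over the 500 most variable genes, and distances between group means were tested by exact permutation over the 252 splits of 5 against 5 mice. The smallest p these can give is 0.00794.

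Pathways were the 1457 mouse Reactome pathways shipped with fgsea 1.28.0, used in place of GO terms. Those with at least 10 tested genes were tested by one-sided Fisher's exact tests on genes past the threshold with a log2 fold change over 0.5 in size. Gene families were compared with the other tested genes by two-sided Fisher's exact tests. Scores of marker gene lists were compared by two-sided exact permutation tests. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables, tests and figures, and BLAST 2.17.0 to match pseudogenes to protein-coding genes (identity of at least 90%, at least 100 bases).

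The alternatives chosen before the data were examined were DESeq2 1.42.0, size factors by the RLE method in edgeR, counts over both strands with edgeR and DESeq2, no filter on low counts, at least 10 counts in every mouse, fits of only the groups compared, the replicate number in the model, Y-chromosome and histone genes kept, a log2 fold change over 0.5, and each mouse left out in turn. For pathways they were the DESeq2 list, counts over both strands, at least 10 counts, a background of all tested genes and no limit on the log2 fold change. For the PCA they were all tested genes, 5000 genes, the DESeq2 variance-stabilizing transformation and counts over both strands.

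The genes named are those that the paper names for liver RNA, the genes of proteins it names, and genes it names in its regions of distinct genetic differentiation. Added to these are, per comparison, the 3 genes with the smallest p in each direction among those past the threshold without overlap, the 3 members with the smallest p past the threshold of each reported family and pathway, and the 5 region genes with the smallest p over both ages. Region genes are those the paper lists as unique to Titan mice, not its longer list without the DU6P line. The rule for naming genes and the tests were set before the data were examined. Results for some of the genes it covers are not reported here.

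Several choices were made after values had been seen. They are the share of reads outside genes as a covariate, pathway lists from the fit with the replicate number, the rule to report the 3 pathways with the smallest p per list, the percentiles of families among 10000 random lists, adjustment over the 16 scores, 4 interactions of scores and 4 tests of region genes, and the choice of which genes named in the paper were also compared between the ages. The minimum of 40 reads for a marker gene was chosen from read numbers before any score was computed. Histone proteomics, bisulfite and genome sequencing, and the diet groups were not analysed here.

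The steps were tested on simulated data. For the gene fits and the pathways this was a single data set with 229 changed genes among 13602 tested. Every planted change was larger than the median change of genes past the threshold between the real lines. The shares below are thus no estimate of sensitivity or error for smaller changes. The edgeR fit found 196 (85.6%) at 11 weeks and 192 (83.8%) at 19–21 weeks, and 4.9% of 206 and 1.0% of 194 calls were unchanged genes. DESeq2 found 205, with 14.6% of 240 calls unchanged. No gene was called between the ages in controls or for the interaction, where none was changed, and the ages in Titan mice were not compared in the simulation. A planted pathway ranked 1 of 834. The permutation test of a score passed in 5.5% of runs without a difference and in 97.2% with a difference of 3 SD. The permutation of ages within each line passed in 4.2% without a difference, 72.5% at 3 SD and 97.5% at 5 SD. The test of neighbouring genes passed in 2.0% without and 100.0% with planted blocks, and that of gene list medians in 6.0% and 100.0%.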

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

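The test of genomic DNA in the libraries, the share of reads outside genes as a covariate, the adjustments over 16 scores and over 4 interactions, and the choice of genes named in the paper that were compared between the ages were chosen after values had been seen, and the other tests in this part before.

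In some groups of 5 mice, 1 mouse lay far from the others, with a gap to its nearest neighbour over 0.71 of the range of the group. For CPM of the named genes this was so in 18 of 282 groups, where 14.1 are expected by chance, so these values as a set are near the chance level. They were *A1bg* in 11-week-old control mouse 3 (highest, 1.73 CPM against 0.305 CPM, ratio 0.8241), *Agpat4* in 11-week-old Titan mouse 1 (lowest, 0.138 CPM against 0.695 CPM, ratio 0.7483), *Ahcy* in 11-week-old Titan mouse 5 (lowest, 27.1 CPM against 65.4 CPM, ratio 0.8504), *Anxa2* in 11-week-old control mouse 2 (highest, 10.25 CPM against 7.93 CPM, ratio 0.7897), *Cyp2a12* in 19–21-week-old Titan mouse 4 (highest, 193 CPM against 56.9 CPM, ratio 0.8741), *Cyp2b13* in 11-week-old control mouse 3 (highest, 0.198 CPM against 0 CPM, ratio 1), *Cyp2b9* in 19–21-week-old control mouse 3 (highest, 46.4 CPM against 5.235 CPM, ratio 0.9085), *Cyp2c55* in 11-week-old control mouse 1 (highest, 10.6 CPM against 3.11 CPM, ratio 0.7837), *Cyp4v3* in 11-week-old Titan mouse 1 (highest, 368 CPM against 329 CPM, ratio 0.7148), *Cyp4v3* in 19–21-week-old Titan mouse 4 (lowest, 285 CPM against 406 CPM, ratio 0.8425), *Gm4756* in 11-week-old control mouse 5 (lowest, 87.95 CPM against 97.25 CPM, ratio 0.7181), *Gsta1* in 11-week-old Titan mouse 2 (highest, 1.41 CPM against 0.620 CPM, ratio 0.7549), *Gsta3* in 19–21-week-old control mouse 1 (highest, 1398 CPM against 1113 CPM, ratio 0.76), *Gsta4* in 11-week-old control mouse 3 (highest, 97.9 CPM against 76.6 CPM, ratio 0.7314), *Mid1* in 11-week-old control mouse 2 (highest, 2.42 CPM against 1.65 CPM, ratio 0.7223), *Mtor* in 11-week-old control mouse 1 (lowest, 59.2 CPM against 92.3 CPM, ratio 0.7705), *Pygb* in 19–21-week-old Titan mouse 4 (highest, 15.0 CPM against 10.3 CPM, ratio 0.7557) and *Trim30d* in 19–21-week-old control mouse 2 (highest, 2.71 CPM against 0.839 CPM, ratio 0.7369). No biological explanation was tested for single mice, and no mouse was left out for them.

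Among 20 groups of depth values, 4 had such a mouse. The percent of reads on genes was lowest in 11-week-old control mouse 4 (43.99% against 50.51%, ratio 0.7334) and in 19–21-week-old Titan mouse 3 (41.69% against 47.9%, ratio 0.7105). The share of uniquely mapped reads outside genes was highest in 11-week-old control mouse 4 (38.21% against 25.33%, ratio 0.763) and 19–21-week-old control mouse 4 (41.25% against 24.52%, ratio 0.9172). If genomic DNA were the source, the share of gene reads on the expected strand would fall as this share rises. Relative to group means, Pearson's r was -0.145 over 20 libraries (permutation test, two-sided, p = 0.541), so such a fall was not detected. With the share as a covariate, 2084 genes differed between the lines at 11 weeks and 1029 at 19–21 weeks, so most differences between the lines do not rest on it. Other technical sources of these reads were not tested.

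The change between the ages was compared between Titan and control mice for the named genes. Over all genes only *Gm6614* passed the threshold, with an interaction of -2.74 on the log2 scale (adjusted p = 0.0103). Adjusted over the genes named in the paper alone, it was -1.43 for *Acaca* (p = 0.000605), -0.76 for *Acsl5* (p = 0.00589), 2.32 for *Cyp7b1* (p = 0.000382), -1.19 for *Elovl5* (p = 0.00589), -2.55 for *Elovl6* (p = 0.000605) and -2.02 for *Fasn* (p = 0.00265). In the chosen fit these 6 genes pass only with this narrower adjustment. The paper names *Acaca*, *Cyp7b1*, *Elovl5* and *Elovl6* from these same libraries, and the choice of genes compared between the ages followed the values, so this adjustment shows no difference between the lines by itself. Over all genes, *Acaca*, *Cyp7b1*, *Elovl5*, *Elovl6* and *Fasn* passed with DESeq2 and not with the replicate block, with adjusted p over the alternatives from 0.000959 to 0.2215 for *Acaca*, 3.0e-05 to 0.1218 for *Cyp7b1*, 0.0366 to 0.2811 for *Elovl5*, 0.00435 to 0.2301 for *Elovl6* and 0.0161 to 0.2991 for *Fasn*, so the result for these genes depends on the setting. In 39 of 100 splits of the mice, at least as many genes passed as the 1 gene of the real split. In the chosen fit the number of genes with an interaction is thus at the level of chance, whatever holds for single genes. The splits do not cover the other settings, such as DESeq2 with 87 genes and no filter on low counts with 26.

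The fall of *Acaca*, *Elovl6*, *Fasn* and *Pnpla3* with age in Titan mice was set against 4 explanations. A score of other fatty acid synthesis genes fell from 0.78 to -0.415 (two-sided exact permutation test, p = 0.0159, 0.0635 adjusted over 16 scores, below all 11-week-old mice in 4 of 5), and the change differed from that in controls by -1.42 (p = 0.0112, 0.0375 over 4 interactions). Time of day was tested with clock genes, whose score did not differ between the ages in Titan mice (two-sided exact permutation test, p = 0.381) or between the lines at 11 weeks (p = 0.119). Fasting genes did not rise in the older Titan mice (difference -0.524, two-sided exact permutation test, p = 0.0714, 0.1429 over 16 scores). Their score was higher in Titan than in control mice, by 0.912 at 11 weeks (two-sided exact permutation test, p = 0.00794, 0.0423 over 16 scores, above all controls in 5 of 5) and by 0.512 at 19–21 weeks (p = 0.0476, 0.127 over 16 scores, above in 4 of 5). The score of fatty acid synthesis genes was also higher in Titan mice at 11 weeks, by 1.076 (two-sided exact permutation test, p = 0.00794, 0.0423 over 16 scores, above all controls in 5 of 5). Fasting would move the 2 scores in opposite directions, so fasting alone does not explain these differences. A change of fatty acid synthesis that differs between the lines remains a candidate explanation, as a hypothesis found and tested on the same data. The clock score spread widely in the older mice (SD 1.826 in Titan mice and 2.31 in controls). In controls a difference of -2.027 between the ages did not pass either (two-sided exact permutation test, p = 0.127). Differences in time of day, small or of this size, were thus not detectable with 5 mice per group and are not excluded.

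At 11 weeks *Cyp7b1* was lower and *A1bg* and *Cyp2b9* were higher in Titan mice than at 19–21 weeks. *Cyp17a1* had a higher mean at 11 weeks, but it did not pass the threshold between the ages (adjusted p = 0.1584), and the ages overlapped. A score of other genes higher in females minus genes higher in males was -1.01 in 11-week-old controls and 1.54 in 11-week-old Titan mice (two-sided exact permutation test, p = 0.00794, the smallest p possible, 0.0423 over 16 scores, above all controls in 5 of 5). It was lower in 19–21-week-old than in 11-week-old Titan mice (two-sided exact permutation test, p = 0.0238, 0.0762 over 16 scores, below in 4 of 5), and the change differed between the lines by -1.67 (p = 0.0188, 0.0375 over 4 interactions). A female mouse labelled male would lack Y-linked RNA, and the lowest CPM of 4 Y-linked genes in an 11-week-old Titan mouse was 23.57. A weaker male pattern of liver expression in young Titan mice may therefore be proposed as a hypothesis. The difference with age fails the adjustment over all scores. At 19–21 weeks the score was also higher in Titan mice than in controls, by 0.875, but not past the threshold. The two-sided exact permutation test gave p = 0.0556 (0.127 over 16 scores, above all controls in 3 of 5). Whether the pattern is limited to young Titan mice is therefore left open.

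Among the 84 genes that the paper lists in regions of distinct genetic differentiation unique to Titan mice, 4 (*Anxa2*, *Anxa5*, *Scn4b* and *Sdcbp2*) differed between the lines at both ages. These 4 genes were 8.70% of the 46 tested against 5.29% of other genes (two-sided Fisher's exact test, p = 0.3068). The paper's longer list, from an analysis without the DU6P line, was not tested as a set. *Vcp*, a region gene in the paper's enrichment results, is not among the 84 genes. In the comparison of the ages in Titan mice the two-sided Fisher's exact test gave p = 0.1123. Only 46 of the 84 listed genes (54.8%) passed the filter on low counts, so these tests do not speak for the list as a whole. For the 46 genes neither test passed, and the pattern cannot be told apart from either explanation.

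Of the genes left out, 4 of 40 histone genes differed between the lines at 11 weeks (3 higher) and 5 at 19–21 weeks (4 higher). Of 6 Y-chromosome genes, 1 (*Kdm5d*, named after its value was seen) differed at 19–21 weeks and 0 at 11 weeks, where 2 had an unadjusted p under 0.05. No technical or biological explanation was tested for these genes.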

How the results depend on the processing

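Among the alternatives, the share of reads outside genes as a covariate and the pathway lists from the fit with the replicate block were chosen after the data were seen.

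Of the genes that differed between the lines, at least 60.38% also passed in each setting that changed the counts, the filter or the model. With DESeq2, 2013 of the 2057 genes at 11 weeks and 1234 of the 1257 at 19–21 weeks also passed. With only the groups compared, 1705 and 759 passed. Of the 172 genes that differed between the ages in Titan mice, 51 passed with only the groups compared, 70 with the covariate and 77 with the replicate block, so most were not shared with these settings. Of the 12 genes in controls, 3 passed with only the groups compared. The median log2 fold change of all genes was at most 0.0219 from 0 in any setting that changed the counts, the filter or the model.

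For single genes, 106 of 136 results kept their direction and side of the threshold in all settings in which they were tested, fits without one mouse included. Without those fits it was 114, and 86 of the 107 results tested in every setting. The other 29 were not tested in at least 1 setting. Of 1324 comparisons with settings that kept all mice, 1274 were unchanged, 17 weaker, 24 stronger and 9 reversed, and of 1470 with a mouse left out, 1391 were unchanged, 47 weaker, 13 stronger and 19 reversed. For pathways, 31 of 63 were unchanged, and 64 of 377 comparisons were weaker. The reversed results were near 0 and not past the threshold. The result for Stat3, Titan against control at 11 weeks changed from 0.00 to 0.0129 with DESeq2 and with RLE size factors, 0.0069 with counts over both strands, 0.0095 with DESeq2 on these, 0.0082 with no filter, 0.02 with at least 10 counts, 0.0111 with only the groups compared and 0.0068 with the covariate. *Igf2r* at 19–21 weeks changed to -0.0044 with no filter. With one mouse left out, ranges were -0.1209 to 0.0509 for *Stat3*, -0.0707 to 0.0696 for *Igf2r*, -0.1086 to 0.0581 for *Gsta3* at 11 weeks and -0.0198 to 0.1195 at 19–21 weeks, and between the ages in Titan -0.0368 to 0.2689 for *Bhmt* and -0.0287 to 0.1218 for *Gnmt*. The cause was not tested.

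These counts moved by over 1.5 times. With a log2 fold change over 0.5, 645 genes were lower at 11 weeks, 376 at 19–21 weeks and 238 at both, and 3 assembly genes were lower at 19–21 weeks. With only the groups compared, 364 were higher and 446 lower at 19–21 weeks, 262 were lower at both ages, 22 higher and 49 lower with age in Titan mice, and 4 differed with age in controls. With DESeq2, 167 genes were higher and 257 lower with age in Titan mice, 50 differed with age in controls and 87 had an interaction. With DESeq2 on counts over both strands these were 174, 279, 52 and 90, and with edgeR on those counts 5 assembly genes were lower. With no filter, 25 genes differed with age in controls and 26 had an interaction. With at least 10 counts these were 7 and 0, as *Gm6614* was not tested there. With the covariate, 25 genes were higher and 48 lower with age in Titan mice. The cause was not tested.

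With one mouse left out, genes at 11 weeks ranged from 796 to 1035 higher and 818 to 1032 lower, and at 19–21 weeks from 420 to 589 and 473 to 703. Genes at both ages ranged from 269 to 342 and 318 to 407, cytochrome P450 genes lower from 23 to 26 and 11 to 14, and assembly genes from 6 to 8. Between the ages, Titan mice ranged from 12 to 182 higher and 23 to 232 lower, controls from 5 to 17, and interactions from 1 to 56. PC1 ranged from 43.05% to 47.24% and PC2 from 7.693% to 10.2%. The distance between the lines ranged from 51.01 to 55.69 and 42.06 to 43.67, and between the ages from 24.68 to 30.42 in Titan mice and 21.07 to 22.68 in controls.

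Pathways of genes higher at 11 weeks numbered 4 with counts over both strands, 1 with a background of all tested genes and 3 with at least 10 counts. Those of genes higher at 19–21 weeks numbered 5 with at least 10 counts. For genes lower at 19–21 weeks, 15 passed with no limit on the log2 fold change, 11 with the background of all tested genes and 10 with at least 10 counts. For genes higher with age in Titan mice, 3 passed with at least 10 counts. PC1 held 31.15% over all tested genes and 33.36% over 5000. The cause was not tested.

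With the replicate number as a block, 933 genes were higher and 943 lower at 11 weeks, 503 and 591 at 19–21 weeks, and 29 and 56 between the ages in Titan mice, and 6 pathways were over-represented among genes lower with age. Same-numbered mice of different groups had a mean correlation of -0.00534 over 30 pairs, against 0.00144 over 120 other pairs, so the numbers carry no pairing that these data show.

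For each comparison of 2 groups, 16 splits part as many same-numbered pairs as the real one, so the share of splits can be no lower than 6.25%. For the genes higher and lower in Titan mice at 11 weeks and at 19–21 weeks, the cytochrome P450 genes, the assembly genes, the pathways of both directions at both ages, the genes that rose and fell with age in Titan mice, the pathways of those that fell, and the genes that differed with age in controls, 1 of the 16 splits, the real one, gave a result as large, which this number of splits fixes as the lowest possible share, so it decides nothing by itself. For pathways of genes higher with age the result was 0, and all 16 of 16 splits gave as many. The highest numbers of genes in the other 15 splits were 30 at 11 weeks, 8 at 19–21 weeks, 65 between the ages in Titan mice and 5 in controls. In 84 further splits, which part fewer same-numbered pairs, 0 gave as many genes between the lines, with a highest of 269 against the real 2057 at 11 weeks and 17 against 1257 at 19–21 weeks, so the numbers of genes between the lines are far above those of all other splits run. Of the further splits, 3 gave at least 7 pathways of genes higher at 11 weeks, and 1 gave 231 genes between the ages in Titan mice, above the real 172. For genes higher, and for genes lower, at both ages, 1 of 100 splits, the real one, gave as many. The highest number in the other splits was 0.

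Depth limits the older groups. With each 11-week library thinned to the depth of a 19–21-week library of its line, where that was lower, a median of 1906.5 genes (10 draws, 1869 to 1925) differed at 11 weeks, against 1171 to 1228 at 19–21 weeks in the same draws, so the lower count at 19–21 weeks is not explained by reads alone. GC content and gene length had Spearman's rho of 0.08179 and 0.02398 with the log2 fold change at 11 weeks, and 0.1206 and 0.03126 at 19–21 weeks.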

Differences from the paper's values

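No count, share of variance or log2 fold change in the chosen fit differed from the paper's value by more than the limits used. Of 69 log2 fold changes of named genes in the paper's supplementary tables, 0 differed by more than the larger standard error, and the largest gap was 0.743. The differences below concern statements about genes.

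The section on the feed change lists *Cyp7b1* among genes higher in Titan than in control mice. At 11 weeks it was lower here (log2 fold change -2.66 (standard error 0.31, adjusted p = 7.3e-06)), and at 19–21 weeks it was -0.35 (standard error 0.29, adjusted p = 0.4925). No setting gave a higher value in Titan mice at either age.

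The discussion describes genes and proteins of lipid metabolism and synthesis as upregulated in Titan mice without naming an age. For 19–21 weeks the paper reports enriched lipid metabolism among proteins and states that its top RNA terms did not show it. Protein levels were not compared here. At 19–21 weeks the log2 fold change of RNA was -0.27 for *Elovl5* (adjusted p = 0.511), -0.54 for *Elovl6* (0.384), -0.25 for *Acaca* (0.476) and -0.47 for *Fasn* (0.419). For the metabolic regulator *Mtor* it was 0.25 (adjusted p = 0.340).

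For the folate cycle and its effectors, the paper names *Ahcy* and the Gsta family as reduced. *Ahcy* did not pass the threshold at 11 weeks (adjusted p = 0.117) or at 19–21 weeks (0.3315). It passed at 11 weeks with only the groups compared (adjusted p = 0.0351). In the Gsta family, *Gsta2* and *Gsta4* were lower in Titan mice past the threshold and without overlap at both ages. *Gsta1* (0.0741 and 0.166) and *Gsta3* (0.842 and 0.910) did not pass at either age. *Gsta1* passed at 11 weeks without control mouse 2 and without Titan mouse 2.

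*Acss2* is described as reduced in Titan mice. It passed at 19–21 weeks, but at 11 weeks its adjusted p was 0.0729. With only the groups compared (0.0112) and with DESeq2 on counts over both strands *Acss2* passed at 11 weeks, and with only the groups compared it did not pass at 19–21 weeks (0.0701). *Pdhx*, also named as reduced, had an adjusted p of 0.0578 at 19–21 weeks and 0.628 at 11 weeks. With DESeq2, with DESeq2 on counts over both strands (0.0421) and without 19–21-week-old Titan mouse 2 (0.0226), *Pdhx* passed at 19–21 weeks.

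*Hcrtr2*, which the paper names as reduced, was not tested because of its low counts. With no filter on low counts it passed at 11 weeks (adjusted p = 0.00276) and not at 19–21 weeks (0.642).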

Other observations

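Of the tests in this part, the adjustment over 4 tests of region genes was chosen after values had been seen, and so was the report of the comparison at 11 weeks alone.

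*Stat3* (ENSMUSG00000004040, chromosome 11, 100885098 to 100939540) changed by 0.00 (standard error 0.14, adjusted p = 0.999) at 11 weeks and 0.15 (standard error 0.14, adjusted p = 0.557) at 19–21 weeks. *Stat5a* (ENSMUSG00000004043, chromosome 11, 100859351 to 100885169) changed by 0.49 (standard error 0.16, adjusted p = 0.0384) at 11 weeks and 0.17 (standard error 0.16, adjusted p = 0.5555) at 19–21 weeks. *Stat5b* (ENSMUSG00000020919, chromosome 11, 100780731 to 100850724) changed by -0.20 (standard error 0.12, adjusted p = 0.3185) at 11 weeks and -0.23 (standard error 0.12, adjusted p = 0.266) at 19–21 weeks. *Igf2r* (ENSMUSG00000023830, chromosome 17, 12682406 to 12769664) changed by -0.04 (standard error 0.10, adjusted p = 0.835) at 11 weeks and 0.01 (standard error 0.10, adjusted p = 0.967) at 19–21 weeks. *Agpat4* (ENSMUSG00000023827, chromosome 17, 12118704 to 12219645) changed by 0.63 (standard error 0.48, adjusted p = 0.425) at 11 weeks and 0.27 (standard error 0.46, adjusted p = 0.768) at 19–21 weeks. Without overlap between Titan and control mice was only *Stat5a* at 11 weeks. *Hcrt* had 0 reads in all mice, and *Sfrp5* had 1 read in one control and 1 in one Titan mouse.

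Among region genes with the smallest p over both ages, *Anxa2* (ENSMUSG00000032231, chromosome 9, 69453620 to 69491795) changed by 1.98 (standard error 0.23, adjusted p = 9.0e-06) at 11 weeks and 0.77 (standard error 0.24, adjusted p = 0.0474) at 19–21 weeks. *Anxa5* (ENSMUSG00000027712, chromosome 3, 36448923 to 36475894) changed by 1.49 (standard error 0.16, adjusted p = 3.0e-06) at 11 weeks and 0.95 (standard error 0.16, adjusted p = 0.000649) at 19–21 weeks. *Frmd4a* (ENSMUSG00000026657, chromosome 2, 4017717 to 4614043) changed by 0.71 (standard error 0.14, adjusted p = 0.00162) at 11 weeks and 0.44 (standard error 0.15, adjusted p = 0.0629) at 19–21 weeks. *Scn4b* (ENSMUSG00000046480, chromosome 9, 45138395 to 45154152) was at least 6.555-fold higher at 11 weeks and at least 3.23-fold higher at 19–21 weeks. *Sdcbp2* (ENSMUSG00000027456, chromosome 2, 151572622 to 151590005) was at least 7.11-fold and 4.09-fold higher. At 11 weeks alone, 14 of the 46 region genes differed, 30.4% against 14.9% of other genes (two-sided Fisher's exact test, p = 0.00626, 0.0250 over 4 tests), a comparison that was not the one predicted. It rests on the same 46 of 84 listed genes as the test at both ages, so it decides nothing for the list as a whole.

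*Vcp* rose and its pseudogene *Vcp-rs* fell in Titan mice at both ages, and their summed counts changed by 0.379 at 11 weeks and 0.499 at 19–21 weeks, so reads shared between the 2 genes may explain most of the opposite changes, though the sum also differed (adjusted p = 0.00127 and 0.000227). For *Hba-a1* and *Hba-a2* the sum changed by 0.4801 (adjusted p = 0.2005), just under the limit of 0.5, and by 0.506 at 19–21 weeks.

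Of 104 genes that differed by over 2 on the log2 scale at both ages, 15 were pseudogenes, against 300 of all tested genes (two-sided Fisher's exact test, odds ratio 7.921, p = 6.9e-09). If a pseudogene took reads from its closest protein-coding gene, the pair would move in opposite directions. Of 11 pairs, 8 did (exact binomial test, two-sided, p = 0.2266), so this was not shown. For this test 14 pseudogenes were used, of which 13 matched a protein-coding gene. The pair of *Vcp* and *Vcp-rs*, which moved in opposite directions, is not among the 11. Sequence variants of the lines against the reference were not tested, and the pattern cannot be told apart from reads shared with other genes.

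Neighbouring genes differed between the lines in the same direction at both ages 2.927 times as often as in shuffled orders (57 pairs against 19.5, one-sided permutation test with 10000 shuffles, p = 0.0001, the smallest they can give). Linked variants may cause such blocks, but the ratio was 13.72 (15 pairs against 1.09, the same permutation test, p = 0.0001) between the ages in Titan mice, so neighbours that respond together remain a candidate explanation as well. Titan mice are not inbred, and variants that differ between mice of the 2 ages are not excluded by this comparison.

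The mean counts in the paper's supplementary tables were compared with the libraries. For 0 genes was the paper's mean over 1.1 times the highest library, and with counts over both strands this was so for 28. Means over other libraries of similar level need not exceed this limit, so the test says little about which libraries the paper's means cover. Of 2728 genes with a mean of at least 10, 44.46% had a paper mean within 5% of that of the libraries, for 17 the paper's mean was over 1.5 times that of the libraries, and for 21 that of the libraries was over 1.5 times the paper's. The paper's tables list 1999 genes past the threshold at 11 weeks and 1344 at 19–21 weeks, fewer than the paper's text counts. Of these, 1836 at 11 weeks and 1256 at 19–21 weeks were tested here. Among the tested genes, 1700 and 1073 passed in the same direction, with 0 opposite.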
